# Specialization of the Reiterated Copies of the Heterodimeric Integration Host Factor Genes in *Geobacter sulfurreducens*

**DOI:** 10.3389/fmicb.2021.626443

**Published:** 2021-03-02

**Authors:** Angel Andrade, Alberto Hernández-Eligio, Ana Lilia Tirado, Leticia Vega-Alvarado, Maricela Olvera, Enrique Morett, Katy Juárez

**Keywords:** *Geobacter sulfurreducens*, transcriptome profile, pili, IHF, cytochrome

## Abstract

Integration host factor (IHF) is a widely distributed small heterodimeric protein member of the bacterial Nucleoid-Associated Proteins (NAPs), implicated in multiple DNA regulatory processes. IHF recognizes a specific DNA sequence and induces a large bend of the nucleic acid. IHF function has been mainly linked with the regulation of RpoN-dependent promoters, where IHF commonly recognizes a DNA sequence between the enhancer-binding region and the promoter, facilitating a close contact between the upstream bound activator and the promoter bound, RNA polymerase. In most proteobacteria, the genes encoding IHF subunits (*ihfA* and *ihfB*) are found in a single copy. However, in some Deltaproteobacteria, like *Geobacter sulfurreducens*, those genes are duplicated. To date, the functionality of IHF reiterated encoding genes is unknown. In this work, we achieved the functional characterization of the *ihfA-1, ihfA-2, ihfB-1*, and *ihfB-2* from *G*. *sulfurreducens.* Unlike the Δ*ihfA-2* or Δ*ihfB-1* strains, single gene deletion in *ihfA-1* or *ihfB-2*, provokes an impairment in fumarate and Fe(III) citrate reduction. Accordingly, sqRT-PCR experiments showed that *ihfA-1* and *ihfB-2* were expressed at higher levels than *ihfA-2* and *ihfB-1*. In addition, RNA-Seq analysis of the Δ*ihfA-1* and Δ*ihfB-2* strains revealed a total of 89 and 122 differentially expressed genes, respectively. Furthermore, transcriptional changes in 25 genes were shared in both mutant strains. Among these genes, we confirmed the upregulation of the *pilA*-repressor, GSU1771, and downregulation of the triheme-cytochrome (*pgcA*) and the aconitate hydratase (*acnA*) genes by RT-qPCR. EMSA experiments also demonstrated the direct binding of IHF to the upstream promoter regions of GSU1771, *pgcA* and *acnA*. PilA changes in Δ*ihfA-1* and Δ*ihfB-2* strains were also verified by immunoblotting. Additionally, heme-staining of subcellular fractions in Δ*ihfA-1* and Δ*ihfB-2* strains revealed a remarkable deficit of *c*-type cytochromes. Overall, our data indicate that at least during fumarate and Fe(III) citrate reduction, the functional IHF regulator is likely assembled by the products of *ihfA-1* and *ihfB-2*. Also, a role of IHF controlling expression of multiple genes (other than RpoN-dependent) affects *G. sulfurreducens* physiology and extracellular electron transfer.

## Introduction

Integration host factor (IHF) is a small heterodimeric DNA-binding and bending protein that promotes assembly of higher-order nucleoprotein structures involved in a variety of cellular processes, such as replication, transcription, gene expression, site-specific recombination, transposition, partition, transfer, and phage packaging (Rice et al., 1996; Ilves et al., 2004; Dorman, 2009; Groove, 2011). IHF was originally described in *Escherichia coli* as a factor required for the integration of bacteriophage lambda into the chromosome (Swinger and Rice, 2004). IHF belongs to the Nucleolar Associated Proteins (NAPs) family that comprises HU, Fis, and other proteins. HU is widely present in bacteria, while Fis, whose origin is the DNA binding domain of an ancestral alphaproteobacterial NtrC Enhancer-Binding Protein (EBP) (Morett and Bork, 1998), and IHF are mainly restricted to proteobacteria. Nonetheless, IHF has been found in some other bacterial clades, eukaryotic organisms, and viruses (Kamashev et al., 2017; Groove, 2011). The canonical structure of IHF consists of two paralogous subunits, IHFα and IHFβ, encoded by the unlinked *ihfA* and *ihfB* genes (Haluzi et al., 1991; Weisberg et al., 1996). Among other roles, IHF is required for the activation of genes transcribed by RpoN-containing RNA polymerase (Cannon et al., 1990; Hoover et al., 1990; de Lorenzo et al., 1991), including those participating in nitrogen fixation in *Klebsiella pneumoniae*, alginate synthesis in *Pseudomonas aeruginosa*, regulation of flagella genes in *Caulobacter crescentus*, toluene degradation in *Pseudomonas putida*, and cell division in *Desulfovibrio vulgaris* Hildenborough (Cannon et al., 1990; Santero et al., 1992; Calb et al., 1996; Delic-Attree et al., 1996; Muir and Gober, 2005; Fiévet et al., 2014). Upon binding, IHF bends the DNA, promoting the interaction between the bound upstream activator, EBP with the RpoN-RNA polymerase (Morett and Segovia, 1993). So far, IHF contribution has been evaluated only in bacterial species whose genome encodes a single copy of each IHF gene subunit (*ihfA* and *ihfB*). However, in some Deltaproteobacteria, including *Geobacter sulfurreducens*, multiple copies of these genes have been detected (Fiévet et al., 2014).

The *Geobacter* genus comprises species that are the predominant Fe(III)-reducing microorganisms in diverse subsurface environments (Holmes et al., 2004; Lovley et al., 2004). The insoluble nature of Fe(III) oxides requires that *Geobacter* species transfer electrons outside the cell via a long-range electron transfer mechanism, including a set of cytochromes plus extracellular conductive pili (Reguera et al., 2005; Smith et al., 2013). In addition, *G. sulfurreducens* can obtain energy by coupling the oxidation of organic compounds to carbon dioxide with the reduction of insoluble Fe(III), or electron transfer to electrodes, generating by this means electricity (Bond and Lovley, 2003; Lovley, 2006). Electron transfer to electrodes in *Geobacteraceae* has primarily been studied in *G. sulfurreducens*, because a genetic system and complete genome sequence are available (Coppi et al., 2001; Methé et al., 2003).

Although significant progress has been made in understanding the mechanism of electron transfer to Fe(III) in *G. sulfurreducens*, little is known about the regulatory mechanisms involved in controlling gene expression of the multiple products involved in transferring the electrons released from the central metabolism to the outside cell environment. Moreover, *G. sulfurreducens* encodes a high number of RpoN-dependent promoters and EBPs, leading us to hypothesize that IHF might play an important role in *G. sulfurreducens* physiology and extracellular electron transfer (EET).

In this study, we evaluated the expression of the four genes of *G. sulfurreducens* encoding IHF subunits, *ihfA-1*, *ihfA-2*, *ihfB-1*, and *ihfB-2*, and their contribution during growth under fumarate and Fe(III) as electron acceptors. Accordingly, subunits encoded by *ihfA-1* along with *ihfB-2* are predicted to conform the functional *G. sulfurreducens* IHF protein. Notably, gene deletion of *ihfA-1* or *ihfB-2* impacts PilA production and affects the *c*-type cytochrome content of the periplasm, inner, and outer membrane fractions. In addition, global transcription analysis by RNA-Seq of Δ*ihfA-1* and Δ*ihfB-2* strains, compared to the wild type strain, revealed a set of 89 and 122 differentially expressed genes, respectively. The RT-qPCR analysis, confirmed the altered expression of several genes, including GSU1771, *pgcA*, and *acnA*, and also the direct binding of IHF to such promoter regions was also demonstrated through EMSA experiments. Overall, this study corroborates the relevance of IHF as a global regulator that controls essential genes in EET, pili formation, and several cell processes in *G. sulfurreducens*.

## Materials and Methods

### Bacterial Strains, Plasmids, and Culture Conditions

*G. sulfurreducens* wild type strain DL1 (Caccavo et al., 1994) and its derivative *ihf* mutants (Table 1) were routinely cultured anaerobically in either acetate-fumarate or acetate-Fe(III) citrate medium, as previously described (Coppi et al., 2001). Anoxic sterile antibiotics (200 μgml^–1^ kanamycin, 50 μg ml^–1^ spectinomycin, or 10 μg ml^–1^ gentamicin) were added to acetate-fumarate plates during mutant strains selection. All *G. sulfurreducens* cultures were incubated at 30°C in an anaerobic chamber containing a mixture of 20% CO_2_, 80% N_2_. *E. coli* strains XL1-Blue and S17-1 (Table 1), were used for DNA manipulations and for conjugation experiments, respectively.

**TABLE 1:** List of strains and plasmid used in this work.

Name	Description	References
**Strains**		
***Geobacter sulfurreducens***		
DL1	Wild type	Caccavo et al., 1994
Δ*ihfA-1*	DL1 with *ihfA-1::km* mutation	This study
Δ*ihfB-1*	DL1 with *ihfB-1::km* mutation	This study
Δ*ihfA-2*	DL1 with *ihfA-2* deletion	This study
Δ*ihfB-2*	DL1 with *ihfB-2::Gm* mutation	This study
*E. coli*		
XL1-Blue	*recA1 endA1 gyrA96 thi-1 hsdR17c [F′ proAB lacIq ZΔM15 Tn10]*	Stratagene
S17-1	*recA pro hsdR RP4-2-Tc::Mu-Km::Tn7*	Simon et al., 1983
**Plasmids**		
pCR2.1 TOPO	Subcloning vector, ampicillin resistance and kanamycin resistance	Invitrogen
pTOPO HA	pCR2.1 TOPO with *ihfA-1* gene	This study
pTOPO HB	pCR2.1 TOPO with *ihfB-1* gene	This study
pK18mobsacB	*sacB* suicide vector	Simon et al., 1983
pK18mobsacB-ihfA2del	pK18mobsacB with flanking regions of *ihfA-2*	This study
pET19b	Bacterial expression vector, ampicillin resistance	Novagen
pETihfA1	pET19b with *ihfA-1* gene	This study
pTrc99a-FF4	Modified from pTrc99a without *Nde*I site and *Nco*I site converted to *Nde*I site	Ohnishi et al., 1997
pTrcihfB1	pTrc99a-FF4 with *ihfB-1* gene	This study
pATBis	pTrcihfB1 with *ihfA-1* gene cloned in operon with *ihfB-1*	This study
pATBis2	pATBis with *ihfA-1* gene cloned in operon with *ihfB-2*	This study
pRG5.1	Bacterial expression vector	Kim et al., 2005
pBBR1MCS-2	Bacterial cloning vector, kanamycin resistance	Kovach et al., 1994
pBSL141	Bacterial cloning vector, gentamicin resistance	Alexeyev et al., 1995
pRG5.1ihfB-2	pRG5.1 with *ihfB-2* gene	This study

### *In silico* Analysis of IHF Proteins

IHF protein identity analyzes were performed using the BLAST program^1^. Sequence alignments were performed using Clustal W^2^.

### DNA Manipulation

Plasmid purification, PCR product purification, and gel extractions were performed using the following kits: the QIAprep, Spin Miniprep Kit, the Qiagen Plasmid Midi Kit, the QIAquick PCR Purification Kit (Qiagen). Ligation reactions, *E. coli* transformations, and other routine DNA manipulations were carried out according to the methods outlined by Sambrook et al. (1989). Restriction enzymes and T4 DNA ligase (Thermo Scientific). *G. sulfurreducens* genomic DNA was extracted using the MasterPure complete DNA and RNA purification kit (Epicenter).

### RNA Purification and sqRT-PCR

Total RNA was isolated from *G. sulfurreducens* DL1 strain cultivated under two different conditions, using Fe(III) citrate or fumarate as the electron acceptor. Briefly, cultures were centrifuged at 4°C for 15 min, and pellets were flash frozen and stored at –80°C. Total RNA was isolated from mid-log-phase cultures using RNeasy Mini kits (Qiagen). Quality of total RNA was assessed by agarose-formaldehyde gel electrophoresis, and the concentration was determined using a NanoDrop 2000c (Thermo Fisher Scientific). By each RNA extraction, DNase treatment was carried out using DNase I, free RNase (Thermo Scientific). The reactions were cleaned up by the RNeasy Mini kit (Qiagen). Total RNA was measured again to start the following steps with the same concentration. cDNA was generated by reverse transcription using 200 units of SuperScript III reverse transcriptase (Invitrogen) and a hexamer random primer (5′NNNNNN3′) under the following program: 25°C for 10 min, 42°C for 50 min, 70°C for 10 min. The cDNA obtained was quantified by NanoDrop. The cDNA was amplified for semi-quantitative PCR reaction using 120 ng of cDNA, and specific oligonucleotides to the four *ihf* genes (Supplementary Table 1), using 1 unit of Phusion DNA polymerase (Thermo Scientific) under the following conditions: 1 cycle, 98°C for 30 seg; 26 cycles of 98°C for 10 seg, 60°C for 30 seg, 72°C for 15 seg, and finally one last extension cycle at 72°C for 5 min. At the reaction cycles 14, 20, and 26 a sample was removed and stored at 4°C. Specific pair primers to *r16S* (Supplementary Table 1) were used as positive control (Supplementary Figure 1). Finally, all PCR samples were purified by the MiniElute PCR purification Kit (Qiagen). And, the DNA was quantified by capillary electrophoresis using the Agilent Bioanalyzer 2100, DNA 1000 chip (Agilent Technologies).

### Construction of IHF Mutants

Single gene disruption of *G. sulfurreducens* DL1 *ihfA-1, ihfB-1*, and *ihfB-2* (*gsu1746*, *gsu1521*, and *gsu2602*) was achieved by the recombinant PCR and single-step recombination method (Murphy et al., 2000; Lloyd et al., 2003). All oligonucleotides sequences are placed into Supplementary Table 1. To disrupt the *ihfB-1* gene, a 2.09 kb DNA fragment was constructed by PCR in which 0.21 kb of the *ihfB-1* coding sequence (codons 8−88) were replaced with the kanamycin resistance cassette (kan^r^) of pBBR1CS-2 (Table 1). This fragment consisted of 449 bp of upstream sequence plus the first 22 bp of the *ihfB-1* gene (oligonucleotides HFBP1FW and NHFBP1REV), followed by the 1.1 kb from the kanr cassette (oligonucleotides NMUTBFW and NMUTBRV), and the last 43 bp of the *ihfB-1* gene plus 479 bp of downstream sequence (oligonucleotides HFBP3FW and HFBP3REV). A similar fragment (2.07 kb) was constructed to disrupt the *ihfA-1* gene. This fragment consisted of 485 bp of upstream sequence plus the first 39 bp of the *ihfA-1* gene (oligonucleotides NHFAP1FW and NHFAP1REV), followed by the 1.1 kb from the kan^r^ cassette (oligonucleotides NmutAFW and NmutARV), and the last 49 bp of the *ihfA-1* gene and 484 bp of downstream sequence (oligonucleotides NHFAP3FW and HFAP3REV).

To disrupt the gene *ihfB-2*, a 1.7 kb DNA fragment was constructed by PCR in which 0.23 kb of the *ihfB-2* coding sequence (codons 8−86) were replaced with the gentamicin resistance cassette (gm^r^) of pBSL141 (Table 1). This fragment consisted of 492 bp of upstream sequence together with the first 22 bp of the *ihfB-2* gene (oligonucleotides P1B2Fw and P1B2Rv), followed by the 0.7 kb from the gmr cassette (oligonucleotides P2B2HFw and P2B2HRv), plus the last 34 bp of the *ihfB-2* gene and 455 bp of downstream sequence (oligonucleotides P3B2Fw and P3B2Rv). *G. sulfurreducens* electrocompetent cells were prepared as previously described (Coppi et al., 2001), and transformed with the corresponding purified PCR fragment. A single kanamycin-resistant or gentamicin-resistant colony was selected and tested for the insertion of the cassette by PCR (Supplementary Figure 2).

To delete the gene *ihfA-2* (*gsu2120*), we used the markerless deletion method previously described (Chan et al., 2015). The flanking regions (871 bp upstream and 637 bp downstream) of *ihfA-2* were amplified with the primer sets ihfA2Fw1/ihfA2Rev2 and ihfA2Fw3/ihfA2Rev4 using *G. sulfurreducens* DL1 genomic DNA as the template and Phusion High-Fidelity DNA Polymerase (ThermoScientific). The flanking regions of *ihfA-2* were joined in a second round of PCR, digested with *Bam*HI and *Sal*I, and then ligated into the same sites in pK18mobsacB (Table 1). The resulting plasmid, pK18mobsacB-ihfA2del, was transformed into *E. coli* conjugative donor strain S17-1 to conjugate into the *G. sulfurreducens* recipient. One milliliter of fully grown *G. sulfurreducens* acetate-fumarate culture was pelleted on top of 1 ml of S17-1 culture carrying the sacB-carrying plasmid, mixed on top of a 0.22 μm-pore-size filter resting on acetate-fumarate agar plates in an anaerobic chamber, and incubated for 4 h before streaking the mixture onto acetate-fumarate plates with 200 μg ml^–1^ of kanamycin. This procedure selected *G. sulfurreducens* culture with pK18mobsacB-ihfA2del integrated into either flanking region of the gene since the plasmid cannot replicate in *G. sulfurreducens*. A scarless gene deletion mutant was selected on acetate-fumarate plates containing 10% sucrose and confirmed using PCR with primers flanking the deletion site (Supplementary Figure 2).

### Complementation of Δ*ihfB-2* Mutant

The *ihfB-2* gene was amplified using B2ECOFW and B2BAMRV oligonucleotides (Supplementary Table 1), Platinum Taq polymerase (Invitrogen), and *G. sulfurreducens* DL1 chromosomal DNA as template. The amplified fragment, flanked with *Eco*RI/*Bam*HI restriction sites, was double digested and cloned into the same sites of the pRG5.1 plasmid (Kim et al., 2005). The resulting plasmid containing the *ihfB-2* gene was sequenced and called pRG5.1ihfB-2. The plasmid was electroporated into Δ*ihfB-2* mutant strain and the resulting spectinomycin resistant colonies were screened for the plasmid’s presence by isolation of plasmid DNA followed by digestion with restriction enzymes.

### Cytochrome c Content

The membrane fractions of *G. sulfurreducens* DL1, Δ*ihfA-1*, and Δ*ihfB-2* strains, were isolated as previously described (Kim et al., 2005). Briefly, outer membrane-enriched fractions were prepared by treating crude membranes with a sarkosyl (sodium N-laurylsarcosinate) solution (1%, wt/vol) to extract inner membrane proteins. Five microgram of periplasmic, inner, and outer membrane proteins were separated by tris-tricine denaturing polyacrylamide gel electrophoresis, and *c*-type cytochromes were detected by heme staining with N,N,N,N-tetramethylbenzidine (Thomas et al., 1976; Francis and Becker, 1984). The total protein amount at each cellular fraction was observed by Coomassie staining. The proteins were visualized with Gel Doc DZ imager (Bio-rad).

### Immunoblot Analysis

Protein extraction from *G. sulfurreducens* DL1, Δ*ihfA-1*, and Δ*ihfB-2* strains was conducted as previously reported (Hernández-Eligio et al., 2020). Afterward, 1 μg of total protein per sample was incubated with PAGE-Buffer and boiled for 10 min before separation on a 15% SDS-PAGE. After, proteins were transferred to nitrocellulose membranes (Merck-Millipore) for immunoblot analysis using rabbit polyclonal antibodies raised against *G. sulfurreducens* PilA (Yi et al., 2009). Blots were blocked with 3% BSA in PBS overnight at 4°C and then incubated with a 1/1,000 dilution of primary antibody for 4 h at room temperature, washed with PBS, and incubated with a 1/5,000 dilution of goat anti-rabbit alkaline phosphatase-conjugated secondary antibody for 2 h at room temperature. After being washed, blots were developed with 1-Step NBT/BCIP substrate solution following manufacturer’s instructions (Thermo Scientific).

### Analytical Techniques

Protein contents were estimated with the Bradford method with bovine serum albumin as the standard (Biorad). Fe(II) concentrations were determined by the ferrozine assay (Lovley and Phillips, 1988).

### Expression and Purification of IHF Heterodimer

To express and purify an IHF heterodimer composed by subunits IHFα1 and IHFβ2, we constructed the pATBis2 plasmid (Table 1). First, *ihfA-1* and *ihfB-1* genes were amplified by PCR using *G. sulfurreducens* DL1 chromosomal DNA, Platinum taq Polymerase (Invitrogen), and PETAFW, PETARV, PETBFW, and PETBREV oligonucleotides (Supplementary Table 1). PCR products were cloned directly into pCR2.1 TOPO (Invitrogen), giving rise to pTOPO HA (*ihfA-1*) and pTOPO HB (*ihfB-1*). The *ihfA-1* gene was released from pTOPO HA by digestion with *Nde*I and *BamH*I, and cloned into a similarly digested pET19b plasmid given rise to pETihfA1. The *ihfB-1* gene was released from pTOPO HA by digestion with *Nde*I and *Hind*III, and cloned into a similarly digested pTrc99aFF4 plasmid given rise to pTrcihfB1. Then, *ihfA-1* gene fused with a sequence encoding six histidine codons was released from pETihfA1 by digestion with *Xba*I and *Hind*III, and cloned into a similarly digested pTrcihfB1 given rise to pATBis. On the other and, *ihfB-2* was amplified by PCR with ihfB2fw and ihfB2rev oligonucleotides (Supplementary Table 1), *G. sulfurreducens* DL1 chromosomal DNA, and Phusion polymerase. The PCR product was phosphorylated with PNK (ThermoScientific). By inverse PCR, *ihfB-1* gene was removed from plasmid pATBis using pBisfw and pBisrev2 oligonucleotides (Supplementary Table 1) and ligated to *ihfB-2* fragment to generate plasmid pATBis2. pATBis2 plasmid was sequenced to confirm the presence of an intact *ihfB-2* and *ihfA-1* genes and transformed into *E. coli* XL1-Blue. Expression of the IHF heterodimer in strain XL1-Blue/pATBis2 was induced by the addition of IPTG (0.1 mM). After 5 h induction, protein purification was performed at 4°C under non-denaturing conditions using a Ni-nitrilotriacetic acid affinity chromatography (Qiagen). The eluted protein was dialyzed using a buffer (40 mM HEPES, 8 mM MgCl_2_, and 50 mM KCl) and concentrated using Ultracel 3K (Amicon) at 4°C and stored at the same temperature.

### RNA-Seq and Data Analysis

The *G. sulfurreducens* cells from DL1, Δ*ihfA-1*, and Δ*ihfB-2* strain were used for RNA-Seq analysis. All experiments were performed in duplicates. For each biological sample, total RNA samples were extracted using the RNeasy mini kit (Qiagen) and then they were examined with an Agilent 2100 Bioanalyzer and quantified using NanoDrop 2000c (Thermo Scientific).

The RNA-Seq was performed using RNAs extracted from two independent cultures of each strain during the exponential growth phase (OD_600_ = 0.3) in the NBAF medium (acetate-fumarate). Illumina sequencing was performed at the UUSMD (UNAM, Mexico). RNA was processed as a previously described (Hernández-Eligio et al., 2020). Libraries were sequenced on an Illumina Genome Analyzer IIx. Differential expression analysis was performed using three methods: edgeR, DESeq, and NOISeq (Anders and Huber, 2010; Robinson et al., 2010; Tarzona et al., 2011). EdgeR and NOISeq were performed by applying TMM as the normalization method (Robinson and Oshlack, 2010). To identify differentially expressed genes, we selected those with *p*-value were 0.05 and logFC of 2, for each method. Finally, we considered only the genes that appeared differentially expressed in the three methods as the best candidates. The functional annotation of differentially expressed genes regarding the affected pathways was obtained from Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto, 2000), using R’s own scripts.

### Quantitative RT-PCR (qRT-PCR) Assay

A subset of genes was selected to validate the quality of sequencing data by qRT-PCR. For RNA extraction, the cultures were grown in NBAF medium at 30°C and the cells were collected at the exponential growth phase (OD_600_ = 0.3). The mRNAs were extracted using a RNeasy mini kit (Qiagen) and residual DNA was removed using DNase I (Thermo Scientific). cDNA synthesis was performed using RevertAid H Minus First Strand cDNA Synthesis kit (Thermo Scientific). Subsequently, the qRT-PCR was performed using a Maxima SYBR Green/ROXqPCR Master Mix (Thermo Scientific) in a 96-well plate with the Light-Cycler II (Roche). Gene-specific oligonucleotides used for qRT-PCR are indicated in Supplementary Table 1. The *recA* was used as an internal standard gene for PCR amplification (Holmes et al., 2005). Normalized fold changes of the relative expression ratio were quantified by the 2^–ΔΔCT^ method (Livak and Schmittgen, 2001). All experiments were performed in triplicates and their average values were calculated.

### DNA Electrophoretic Mobility Shift Assays

Fragments of the regulatory region of GSU2678 (334 bp), *pgcA* (391 pb), *acnA* (242 pb), GSU1072 (*IcIR*, 510 pb), and GSU1771 (195 bp) were amplified from *G. sulfurreducens* DLI chromosomal DNA by PCR with the corresponding oligonucleotides pair (Supplementary Table 1). A fragment containing the regulatory region, used as a negative internal control in the DNA binding reactions, was also obtained by PCR with IG_303F and IG_303R oligonucleotides (Hernández-Eligio et al., 2017). PCR products were purified using the QIAquick PCR Purification Kit (Qiagen). Binding reactions were performed by mixing 100 ng of each PCR product with 100 ng of the IG_303 fragment (negative control) and increasing concentrations of purified IHF complex, in a total volume of 20 μl of binding buffer (Martínez et al., 2014). Binding buffer contained 40 mM HEPES, 8 mM MgCl_2_, 50 mM KCl, 1 mM DTT, 0.05% Nonidet P-40, and 0.1 mg ml^–1^ BSA. Protein-DNA binding reactions were incubated at room temperature for 30 min and then electrophoretically separated in 6% non-denaturing polyacrylamide gels in 0.5X Tris-borate-EDTA buffer at room temperature. The DNA fragments were stained with ethidium bromide and visualized with a Gel Doc DZ imager (Bio-rad).

## Results and Discussion

### *G. sulfurreducens* Has Duplicated *ihfA and ihfB* Genes

*G. sulfurreducens* encodes four different subunits of the IHF heterodimer, two genes for the α subunit (*gsu1521*, named *ihfA-1;* and *gsu2120*, named *ihfA-2*), plus two for the β subunit (*gsu1746*, named *ihfB-1;* and *gsu2602*, named; *ihfB-2*). These genes are located in different *loci*, and their proteins present a moderate degree of conservation: IHFα1 is 63% identical to IHFα2 while IHFβ1 is 54% identical to IHFβ2. Among IHFα and IHFβ sequences, identity ranges from 38 to 31%. Amino acid sequence of IHFα1 and IHFα2 are 49 and 47% identical to IHFα of *E. coli*, respectively; while IHFβ1 and IHFβ2 are 47 and 48% identical with IHFβ of *E. coli*, respectively (Figure 1). These results suggest that the gene duplication present in the Deltaproteobacteria is very ancient but occurred after the separation of the Gamma and Deltaproteobacteria lineages. *D. vulgaris* H is the only Deltaproteobacteria in which the role of IHF has been studied; in this organism, IHF participates in the expression of the *orp* genes involved in cell division (Fiévet et al., 2014).

**FIGURE 1:**
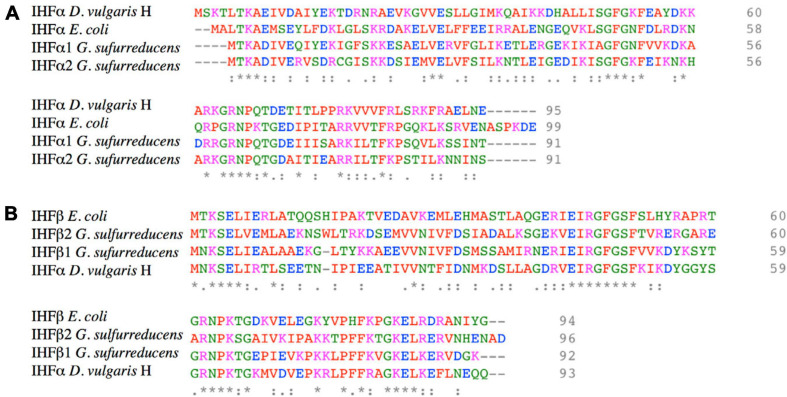
Amino acid sequence alignment of IHFα and IHFβ subunits of *G. sulfurreducens*, *E. coli*, and *D. vulgaris* H. **(A)** Protein sequence alignment of IHFα and IHFα’s subunits of *G. sulfurreducens*, *E. coli*, and *D. vulgaris* H. **(B)** Protein sequence alignment of IHFβ and IHFβ’s subunits of *G. sulfurreducens*, *E. coli*, and *D. vulgaris* H. The accessions numbers in NCBI database of IHFα1, IHFα2, IHFβ1, and IHFβ2 of *G. sulfurreducens* are AAR34895, AAR35496, AAR35123, and AAR35496, respectively. Colored amino acids have different properties: red are small or hydrophobic (including aromatic), blue is acid, magenta is basic, and green are hydroxyl, sulfhydryl, and amine. “*” indicate positions which have a single, fully conserved residue. “:” indicates conservation between groups of strongly similar properties, and “.” indicates conservation between groups of weakly similar properties.

### Deletion of Δ*ihfA-1* or Δ*ihfB-2* Impairs *G. sulfurreducens* Respiration

In order to inquire into the functionality of each IHF copy and their possible physiological role, single null mutants of *ihfA-1*, *ihfA-2*, *ihfB*-*1*, and *ihfB-2* genes were constructed. Each strain was cultivated in a media containing different electron acceptors [fumarate or soluble Fe(III)]. In all cases, acetate was the main electron donor (Figure 2). Δ*ihfA-1* and Δ*ihfB-2* strains grew slower than the wild type strain, showing an extended lag phase; in contrast, no grow differences were observed between Δ*ihfA-2*, Δ*ihfB-1* and the wild type strains when fumarate was the sole electron acceptor (Figure 2A). Using soluble Fe(III) as a terminal electron acceptor, Δ*ihfA-1* strain showed an impaired Fe(III) respiration; and most significantly, Δ*ihfB-*2 strain stuck after a slight Fe(III) reduction (Figure 2B). These results suggest the relevant role of IHF in electron transfer to fumarate and soluble Fe(III). In contrast, Δ*ihfA*-*2* and Δ*ihfB*-*1* reduced soluble Fe(III) at a similar rate compared to the parental strain (Figure 2B). Moreover, indicate that under fumarate and soluble Fe(III) reduction conditions, the functional *G. sulfurreducens* IHF heterodimer is most likely assembled by IHFα1 and IHFβ2 subunits.

**FIGURE 2:**
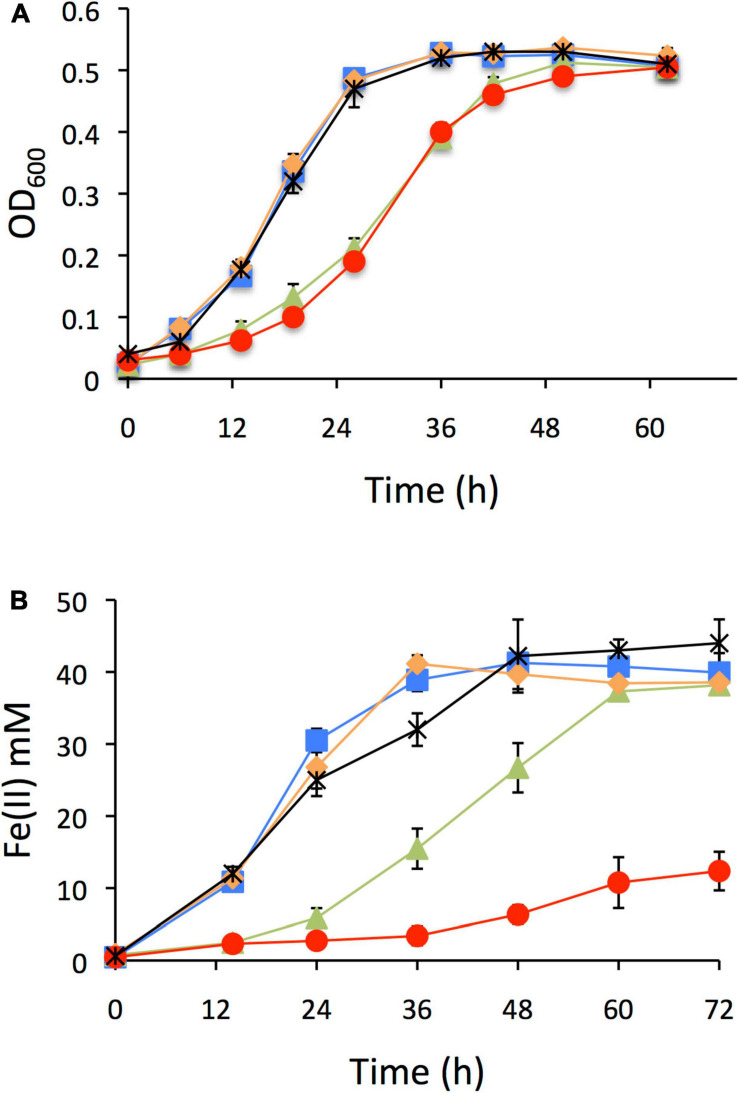
Characterization of *ihf* mutants of *G. sulfurreducens*. **(A)** Growth on fumarate as electron acceptor. **(B)** Soluble Fe(III) reduction. In all panels: DL1 line blue with square filled, Δ*ihfA-1* line brown with triangle filled, Δ*ihfA-2* line black with asterisk, Δ*ihfB-1* line orange with rhombi filled, Δ*ihfB-2* line red with circle filled.

To confirm that the defective phenotype in growth and reduction of Fe(III) in Δ*ihfB-2* strain was due to the *ihfB-2* gene’s inactivation and not for a polar effect, we carried out the complementation of this mutant strain. Plasmids pRG5.1 or pRG5.1ihfB-2 were transformed into Δ*ihfB-2* strain. The Fe(III) reduction of Δ*ihfB-2* strain was complemented to wild-type levels in the presence of pRG5.1ihfB-2 plasmid but not the pRG5.1 vector control (Supplementary Figure 3).

### Expression Analysis of *ihf* Genes in Fumarate and Fe(III) as Electron Acceptors

Following with the analysis of duplicated *G. sulfurreducens ihf* genes, we carried out a semi-quantitative RT-PCR assay to assess a differential gene expression between *ihfA-1*, *ihfA-2*, *ihfB*-*1*, and *ihfB-2* (Figure 3). The results reveal that the four *ihf* genes are transcribed under citrate Fe(III) and fumarate reducing conditions (Figure 3). Nevertheless, expression levels of *ihfA-1* were 35- and 17-fold higher compared to *ihfA-2*, while *ihfB-2* showed 9- and 5-fold higher expression compared to *ihfB-1* under fumarate and citrate Fe(III) reduction conditions, respectively. Thus, these significantly different expression data along with the observed phenotypes for the single mutant strains, suggests that the IHF heterodimer in *G. sulfurreducens* is composed by the IHFα1 and IHβ2 subunits.

**FIGURE 3:**
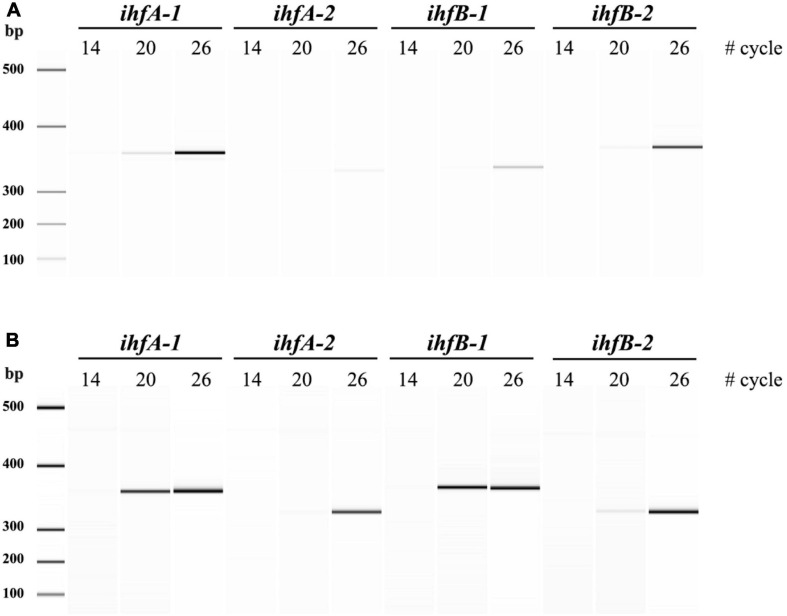
sqRT-PCR for *ihf*’s expression of *G. sulfurreducens*. **(A)** sqRT-PCR from acetate-fumarate. **(B)** sqRT-PCR from acetate-soluble Fe(III).

### Whole Genome RNA-Seq Analysis of *G. sulfurreducens* DL1 vs. Δ*ihfA-1* and Δ*ihfB-2*

To gain insight into the cellular processes that IHF regulates in *G. sulfurreducens*, we carried out RNA-Seq experiments to identify differential gene expression in Δ*ihfA*-1 and Δ*ihfB*-2 vs. DL1 strain in acetate-fumarate medium. 

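RNA from 2 independent cultures of each of 3 strains, DL1, Δ*ihfA-1* and Δ*ihfB-2*, grown with acetate and fumarate to an optical density of 0.3, was sequenced in 6 libraries. The authors deposited, for each mutant, the number of reads counted on each gene without normalization, with the same 2 DL1 libraries beside both mutants. The paper refers to an earlier study for the processing of the RNA, and its text does not name the programs that aligned and counted the reads. Total counts were 1455540 and 2469222 in the DL1 libraries and 1325607 and 1591063 in those labelled Δ*ihfA-1*, over 3618 genes, and 905626 and 828495 in those labelled Δ*ihfB-2*, over 3606 genes. The median count per gene was 140 and 237 in DL1, 118 and 139 in Δ*ihfA-1*, and 54 and 55 in Δ*ihfB-2*. Each mutant was compared with DL1 by the quasi-likelihood test of edgeR, after TMM normalization and the filter on low counts of edgeR, and p was adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed when its adjusted p was below 0.05 and its fold change above 2. Spearman's rho between replicates, across genes, was 0.987 for DL1, 0.981 for Δ*ihfA-1* and 0.976 for Δ*ihfB-2*. Replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 12.2, 10.0 and 12.5, respectively. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p below 0.333, so the p of each gene comes from the model fitted across all genes.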

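A fall of the disrupted genes was not resolved for *ihfA-1* and was not seen for *ihfB-2* in the libraries labelled with their disruption. The *ihfA-1* gene (GSU1521) was counted 568 and 880 times in DL1 and 513 and 338 times in the libraries labelled Δ*ihfA-1*, a log2 fold change of -0.24 (standard error 0.21, adjusted p = 0.398). Without Δ*ihfA-1* replicate 1 it was -0.73 (adjusted p = 0.0102), and without Δ*ihfA-1* replicate 2 it was 0.12 (adjusted p = 0.658). GSU1746, the locus tag that the methods of the paper give for *ihfA-1* and its results for *ihfB-1*, was counted 25 and 68 times in DL1 and 62 and 52 times in the libraries labelled Δ*ihfA-1*, a log2 fold change of 0.87 (standard error 0.38, adjusted p = 0.0778; 0.0495 with the exact test of edgeR and 0.0440 without Δ*ihfA-1* replicate 2). The *ihfB-2* gene (GSU2602) was counted 598 and 842 times in DL1 and 584 and 720 times in the smaller libraries labelled Δ*ihfB-2*, a log2 fold change of 1.49 (standard error 0.19, adjusted p = 3.28e-07). It stayed between 1.35 and 1.60 with each library left out in turn. In the libraries labelled Δ*ihfA-1*, GSU2602 had a log2 fold change of 1.01 (standard error 0.16, adjusted p = 0.00013). The paper describes the *ihfB-2* disruption as a replacement of an inner part of the gene by a resistance cassette, and counts per gene do not show where in a gene the reads lie. The libraries are therefore named by their labels throughout, and a direction given for a mutant is that of the libraries with its label.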

We only considered genes that showed differential expression by the three methods evaluated in this study, DESeq, edgeR, and NOISeq (*p* < 0.05 and fold change >2). 

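Of 3278 genes tested between DL1 and the libraries labelled Δ*ihfA-1*, 534 were differentially expressed, 353 of them upregulated and 181 downregulated. Between DL1 and the libraries labelled Δ*ihfB-2*, 740 of 3156 genes were, 383 upregulated and 357 downregulated. A threshold of an absolute log2 fold change above 2 left 118 genes in Δ*ihfA-1* (101 upregulated and 17 downregulated) and 148 in Δ*ihfB-2* (99 upregulated and 49 downregulated). The methods of the paper give a logFC of 2, and every value of its Table 2, read on the log2 scale, is above 2 in size. The numbers at this threshold are therefore the ones to set beside those of the paper. The split by direction depended on the normalization in Δ*ihfB-2*. With library size only, 1012 genes were differentially expressed, 184 upregulated and 828 downregulated, and the median log2 fold change of all genes tested was -0.50 in place of -0.02. In Δ*ihfA-1* the same setting gave 549 genes, 307 upregulated and 242 downregulated. The paper keeps genes called by DESeq, edgeR and NOISeq. Genes called by both the quasi-likelihood test and DESeq2 numbered 468 in Δ*ihfA-1* and 629 in Δ*ihfB-2*. On simulated counts in which 200 genes were changed by 2 on the log2 scale, 94% of them were recovered at the depth of the Δ*ihfA-1* comparison and 95% at that of the Δ*ihfB-2* comparison.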

A total of 89 genes (73 upregulated and 16 downregulated) exhibited significant differential expression between DL1 and Δ*ihfA*-*1* strains (Supplementary Table 2), while 122 (85 upregulated and 37 downregulated) showed significant differential expression between DL1 and Δ*ihfB*-*2* strains (Supplementary Table 3). These genes were classified into 13 different functional classes (Figure 4A). The functional classes with the highest differentially expressed genes in the Δ*ihfA*-*1* strain compared to the wild type strain were: Unknown function (25); Energy metabolism and electron transport (18); and Regulatory functions and transcription (11). On the other hand, the functional classes with the highest differential expression genes in the Δ*ihfB*-2 compared to the wild type strain were: Unknown function (31); Others (20), Regulatory functions and transcription (16), and Energy metabolism and electron transport (14).

**FIGURE 4:**
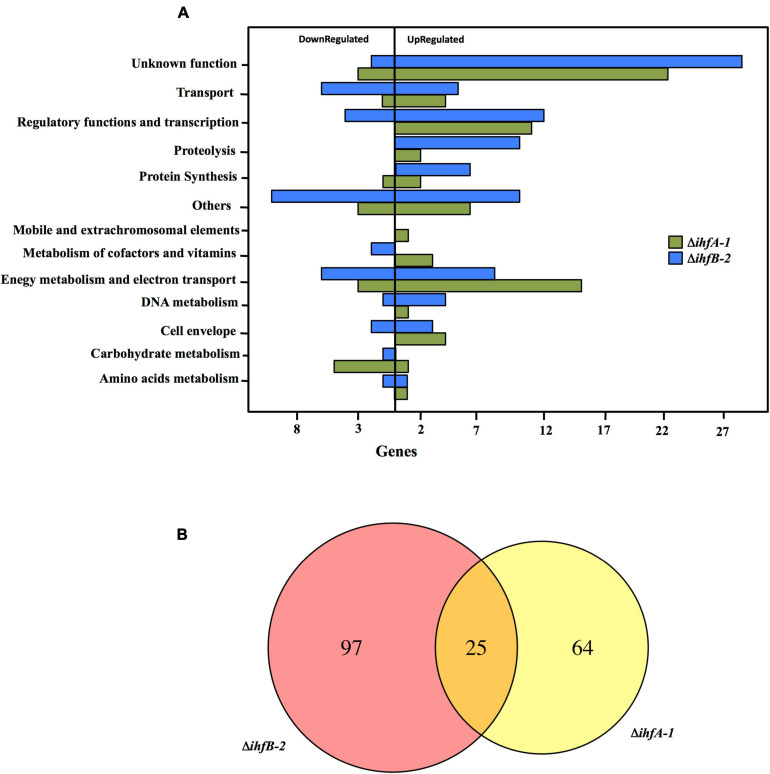
RNA-Seq analysis comparing transcriptome profiles of Δ*ihfA*-*1* and Δ*ihfB*-*2* strains compared to DL1. **(A)** Functional overview of the genes that were differentially expressed in Δ*ihfA-1* and Δ*ihfB-2* strains. **(B)** Venn diagram of the differential gene expression analysis from Δ*ihfA*-*1* and Δ*ihfB*-*2*.

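Of 3145 genes tested in both comparisons, 251 were differentially expressed in both, 243 in the same direction and 8 in opposite directions. The 243 genes were 162 upregulated and 81 downregulated genes, and with library size only 88 upregulated and 167 downregulated genes were shared. The odds ratio for being called in both was 4.56 (2-sided Fisher's exact test, p = 4.17e-48). However, both comparisons use the same DL1 libraries, and the test treats genes as independent. In 100 simulations of 2 unchanged groups compared with shared DL1 libraries, at most 1 gene was called in both in the same direction. At most 2 genes were called in 1 group and 1 in the other, so little could overlap. The simulations therefore cannot show how far shared DL1 libraries raise the overlap of genes that do change. Across the genes, which are not independent replicates, the log2 fold changes of the 2 mutants had a Pearson's r of 0.57 and a Spearman's rho of 0.55, and the simulations gave a median r of 0.42 and at most 0.51. With each library left out in turn r lay between 0.48 and 0.64, and no simulation was run with a library left out. At an absolute log2 fold change above 2, 36 genes were shared, 31 upregulated and 5 downregulated. Of the 25 genes of Table 2, 25 were differentially expressed in both comparisons in the listed direction, over all genes tested and adjusted over the list alone. The list was chosen on these libraries, so the latter is not independent evidence. Without DL1 replicate 2 the number was 24, as GSU2355 had an adjusted p of 0.0545 in Δ*ihfA-1*, and with the counts thinned to 1 effective library size, a setting chosen after seeing the data, it was 23, as GSU3545 and *rnk* fell below the filter on low counts in Δ*ihfA-1*. GSU2678 had a log2 fold change of 3.54 (standard error 0.46, adjusted p = 1.35e-05) in Δ*ihfA-1* and of 5.36 (standard error 0.33, adjusted p = 1.24e-14) in Δ*ihfB-2*.

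**Figure D1:**
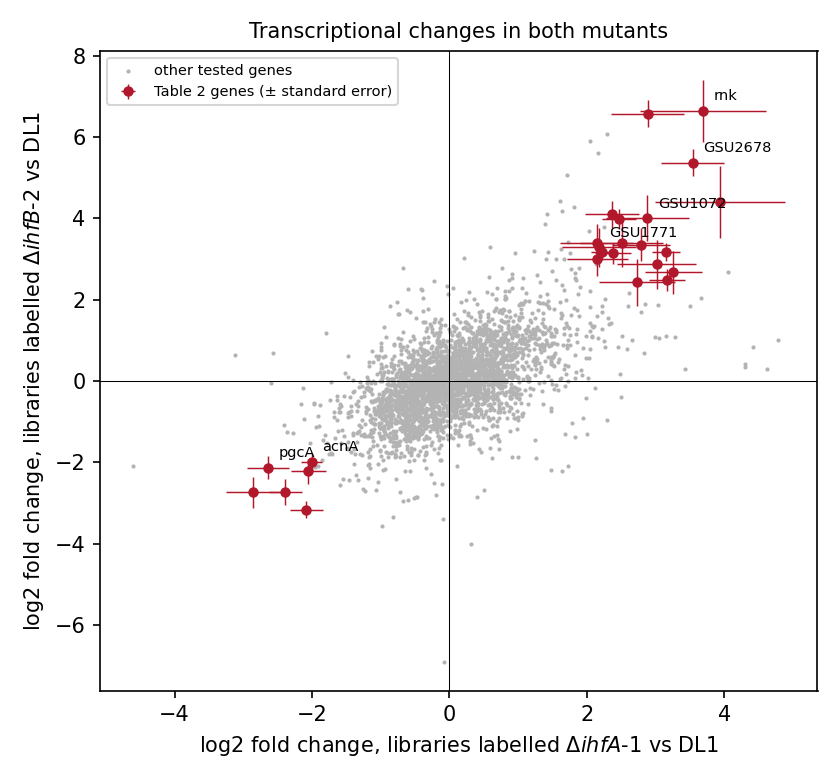
Log2 fold change of each gene in the libraries labelled Δ*ihfA-1* against DL1 (x axis) and in those labelled Δ*ihfB-2* against DL1 (y axis). The 25 genes of Table 2 are in red, with bars for the standard error, and lie away from 0 in the same direction on both axes.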

RNA-Seq analyses also revealed that 25 genes were differentially expressed in both Δ*ihfA*-1 and Δ*ihfB*-2 strains (19 upregulated and six downregulated) compared to DL1 (Figure 4B and Table 2). One of these genes, *pgcA* (GSU1761), encodes the triheme-cytochrome PgcA whose expression and presence increase during growth with Fe(III) oxide compared to Fe(III) citrate (Ding et al., 2008; Aklujkar et al., 2013). 

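The *pgcA* gene had 239.6 ± 90.6 CPM (SD, n = 2; counts scaled to a common library size after TMM normalization) in DL1, 36.2 ± 17.9 (SD, n = 2) in Δ*ihfA-1* and 53.2 ± 14.2 (SD, n = 2) in Δ*ihfB-2*. The log2 fold change was -2.64 in Δ*ihfA-1* (standard error 0.31, adjusted p = 7.74e-06) and -2.13 in Δ*ihfB-2* (standard error 0.28, adjusted p = 5.2e-07). With each library left out in turn it lay between -3.31 and -2.22 in Δ*ihfA-1* and between -2.47 and -1.71 in Δ*ihfB-2*. The difference between the mutants was 0.54 on the log2 scale (standard error 0.33, adjusted p = 0.217), not past the threshold.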

The deletion of *pgcA* shows a severe reduction of Fe(III) and Mn(IV) oxides but not in Fe(III) citrate and NBAF (Tremblay et al., 2011; Zacharoff et al., 2017). While the addition of purified PgcA protein to wild type and Δ*pgcA* strains increases the rate of Fe(III) oxides reduction, 2- and 20-fold, respectively (Zacharoff et al., 2017). 

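The paper names 13 cytochrome genes from these libraries, *pgcA* included, and 12 of them passed the filter on low counts in each comparison. In Δ*ihfA-1*, 8 were differentially expressed, 7 upregulated and 1 downregulated, over all genes tested and adjusted over the list alone. In Δ*ihfB-2*, 9 were, 5 upregulated and 4 downregulated, and 10 when adjusted over the list alone. As the paper chose the list on these libraries, these numbers are not independent evidence. The largest rise in Δ*ihfA-1* was that of GSU2937, with a log2 fold change of 4.62 (standard error 0.18, adjusted p = 1.9e-10). It was 3.29 for *omcT*, 3.16 for *omcS*, 3.12 for GSU3228, 4.05 for GSU3232 and 3.03 for GSU3233 in Δ*ihfA-1*, with adjusted p of 0.00014 or lower. In Δ*ihfB-2* the log2 fold change was 3.86 for *ppcB* (standard error 0.23, adjusted p = 9.64e-13) and 2.26 for *omcE* (standard error 0.21, adjusted p = 2.33e-09). GSU2725 had a log2 fold change of -2.96 (standard error 0.66, adjusted p = 8.34e-05) and GSU2883 of -2.42 (standard error 0.48, adjusted p = 5.14e-05) in Δ*ihfB-2*. GSU3274 was counted 4 and 5 times in DL1 and 22 and 21 times in Δ*ihfB-2*, a log2 fold change of 3.85 (standard error 0.67, adjusted p = 8.56e-06). *ppcB* also rose in Δ*ihfA-1*, by 1.39 on the log2 scale (standard error 0.18, adjusted p = 2.57e-05). GSU3233 and GSU3232 also rose in Δ*ihfB-2*, by 1.86 (adjusted p = 3.28e-07) and 2.67 (adjusted p = 0.00533), the latter not past the threshold without Δ*ihfB-2* replicate 1 (adjusted p = 0.0645) or replicate 2 (adjusted p = 0.0593). As a set, the genes had a median log2 fold change of 2.21 in Δ*ihfA-1* (camera of limma, adjusted p = 0.043 over 12 set tests, a family set after the unadjusted p had been seen) and of 1.09 in Δ*ihfB-2* (adjusted p = 0.163), where the mean was 0.51. With fry the adjusted p was 0.033 and 0.0496, respectively, and with an estimated correlation between genes it was 0.605 in both. Between the mutants, the 13 genes had a median of -1.61 on the log2 scale, lower in Δ*ihfB-2* (camera, adjusted p = 0.043). For this difference the adjusted p was 0.0398 with fry and 0.605 with an estimated correlation. The paper listed these genes for their changes in these same libraries, most of them in 1 mutant only. That choice can by itself shift the median of the set and its difference between the mutants. The set tests are therefore not independent evidence either.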

Other cytochromes with transcriptional changes in the Δ*ihfA*-1 strain compared to wild type were: *omcT* (GSU2503), *omcS* (GSU2504), GSU2937, GSU3228, GSU3232, GSU3233 (upregulated), and in the Δ*ihfB*-2 strain were: *ppcB* (GSU0364), *omcE* (GSU0618) (upregulated) and GSU1785, GSU2725, GSU2883, GSU3274 (downregulated). Accordingly, the heme stain of subcellular fractions of Δ*ihfA*-1 and *ihfB*-2 strains revealed an extensive lack of most periplasmic, inner and outer membrane associated cytochromes compared to DL1 strain (Figure 5A). This reduced cytochrome content was not due to differences in protein loading, as validated by Coomassie Blue staining (Supplementary Figure 4). The notoriously affected cytochromes content in OM enriched fraction from Δ*ihfA-1* and Δ*ihfB-2* strains, is also in agreement with the impaired soluble Fe(III) reduction previously observed in both strains (Figure 2B).

**TABLE 2:** List of genes with significant differential expression in Δ*ihfA-1* and Δ*ihfB-2* strains compared to the DL1 strain.

			Average *n*-fold change	
**Regulation**	**Locus ID**	**Common name**	**Δ*ihfA-1***	**Δ*ihfB-2***
Upregulated genes	GSU0050	HIRAN domain-containing protein	3.2276	2.6253
	GSU0216	Hypothetical protein	3.1211	3.1363
	GSU0469	Hypothetical protein	2.1078	3.3448
	GSU0654	Thiamin biosynthesis thiocarboxylate synthase, *thiF-1*	2.3445	3.0897
	GSU0725	Hypothetical protein	2.3397	4.05
	GSU0756	Methyl-accepting chemotaxis sensory transducer, *mcp40H-24*	2.1209	2.9501
	GSU0836	RNA polymerase-binding protein Rnk, *rnk-2*	3.6744	6.6063
	GSU1072	IclR family transcriptional regulator	2.8499	3.961
	GSU1771	DNA/RNA-binding protein	2.1474	3.2477
	GSU1943	PEP motif-containing protein exosortase substrate	2.9812	2.8307
	GSU2077	Hypothetical protein	2.4391	3.9434
	GSU2078	Rod shape determining protein RodA, *rodA*	2.1888	3.1208
	GSU2355	Hypothetical protein	2.4721	3.3426
	GSU2403	Hypothetical protein	2.757	3.3031
	GSU2410	ATP-independent chaperone, *hspA-2*	2.8468	6.53
	GSU2678	ATP-independent chaperone	3.5087	5.318
	GSU3514	Hypothetical protein	3.1357	2.4363
	GSU3545	Hypothetical protein	3.9183	4.3686
	GSU3546	Hypothetical protein	2.7054	2.3838
Downregulated genes	GSU0182	Murein lipoprotein	–2.0813	–2.2693
	GSU0846	Aconitate hydratase, *acnA*	–2.0336	–2.038
	GSU0847	Rubredoxin	–2.8882	–2.7882
	GSU0848	Ferredoxin, frx-5	–2.4185	–2.7748
	GSU1761	Lipoprotein cytochrome c, *pgcA*	–2.6794	–2.1816
	GSU1945	Repeat-containing protein	–2.1108	–3.2159

**FIGURE 5:**
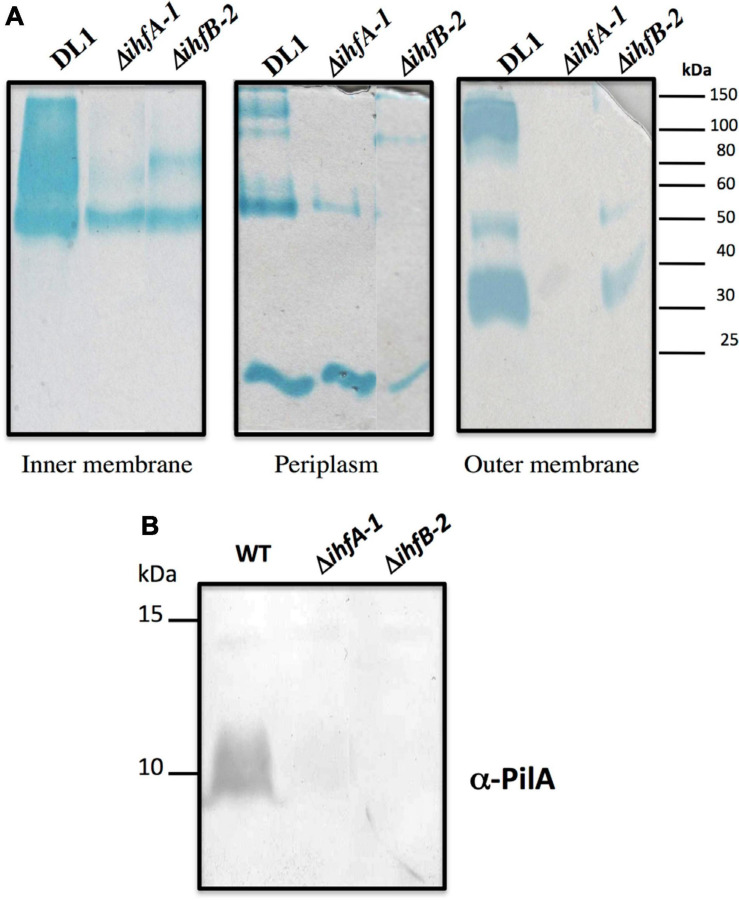
c-Type cytochrome and PilA content found in Δ*ihfA-1* and Δ*ihfB-2* strains. **(A)** Staining of *c-*type cytochromes from different cellular fractions. **(B)** Immunoblot analysis for PilA in total cells. The PageRuler Pre-stained Protein Ladder standard (Thermo Fisher Scientific) was used as a molecular weight. Full scans of the entire original gels are shown in Supplementary Figure 6.

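The *acnA* gene had 917 ± 9.77 CPM (SD, n = 2) in DL1, 221 ± 18.2 (SD, n = 2) in Δ*ihfA-1* and 226 ± 1.06 (SD, n = 2) in Δ*ihfB-2*. On the log2 scale it fell by 2.00 in Δ*ihfA-1* (standard error 0.15, adjusted p = 1.53e-07) and its log2 fold change was -1.99 in Δ*ihfB-2* (standard error 0.19, adjusted p = 2.23e-09). With each library left out in turn the log2 fold change stayed between -2.11 and -1.92 in Δ*ihfA-1*, and the adjusted p in Δ*ihfB-2* was at most 3.76e-08. The neighbouring genes GSU0847 and GSU0848 fell as well, by 2.85 and 2.39 on the log2 scale in Δ*ihfA-1* and by 2.74 and 2.73 in Δ*ihfB-2*, with adjusted p of 2.44e-05 or lower. GSU0847 was counted 9 and 37 times in Δ*ihfA-1*. With each library left out in turn its log2 fold change there lay between -4.05 and -2.27, and that of GSU0848 between -2.53 and -2.26.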

The *acnA* (GSU0846) gene was also downregulated in Δ*ihfA-1* and Δ*ihfB-2* strains compared to DL1 strain. It codes for aconitate hydratase I, an enzyme that catalyzes the isomerization of citrate to isocitrate via cis-aconitate. Thus, the reduced expression of *acnA* in Δ*ihfA-1* and Δ*ihfB-2* strains might exert a negative effect on the tricarboxylic acids metabolism delaying the growth of both mutant strains during fumarate reduction (Figure 2A). However, the contribution of the other two *G. sulfurreducens* genes encoding putative aconitase hydratases (GSU1660 and GSU2445) still needs to be clarified.

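GSU1660 was upregulated in Δ*ihfA-1*, with a log2 fold change of 1.47 (standard error 0.18, adjusted p = 1.65e-05). In Δ*ihfB-2* its log2 fold change was 0.58 (standard error 0.19, adjusted p = 0.0131), below the fold threshold, and 0.11 with library size only (adjusted p = 0.703). Without DL1 replicate 1 or 2, its adjusted p in Δ*ihfB-2* was 0.115 or 0.100. GSU2445 had a log2 fold change of -0.61 in Δ*ihfA-1* (standard error 0.17, adjusted p = 0.00933), which was -0.41 (adjusted p = 0.121) without DL1 replicate 2 and -0.52 (adjusted p = 0.0559) without Δ*ihfA-1* replicate 2. In Δ*ihfB-2* it was -0.24 (standard error 0.20, adjusted p = 0.35), and -0.73 (adjusted p = 0.00283) with library size only. From the lower expression of *acnA* in both mutants, the paper proposes a possible negative effect on tricarboxylic acid metabolism that might delay the growth of both strains during fumarate reduction, and it leaves the part of GSU1660 and GSU2445 open.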

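GSU1771 was counted 5 and 21 times in DL1, 35 and 45 times in the libraries labelled Δ*ihfA-1*, and 41 and 38 times in those labelled Δ*ihfB-2*. The log2 fold change was 2.18 in Δ*ihfA-1* (standard error 0.53, adjusted p = 0.00357) and 3.29 in Δ*ihfB-2* (standard error 0.48, adjusted p = 1.64e-06). The low counts in DL1 make its size imprecise, and with each library left out in turn it lay between 1.74 and 3.06 in Δ*ihfA-1* and between 2.87 and 4.18 in Δ*ihfB-2*, past the threshold each time.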

Another gene that was differentially expressed in the Δ*ihfA-1* and Δ*ihfB*-*2* strains compared to the parental strain was GSU1771 (upregulated in both mutant strains). It encodes a transcriptional regulator homologous to the *Streptomyces* antibiotic regulatory protein (SARP) that regulates secondary metabolism (Tremblay et al., 2011; Reguera and Kashefi, 2019). Disruption of *G. sulfurreducens* GSU1771 gene was previously reported to have a positive effect during Fe(III) oxides reduction, and this phenotype was associated with an increased expression of the gene encoding the structural pili protein, *pilA* (Tremblay et al., 2011). Therefore, we decided to evaluate the impact of *ihfA*-*1* and *ihfB*-*2* deletion over PilA production by immunoblot (Figure 5B). Notably, PilA was not detected in Δ*ihfA-1* and Δ*ihfB-2* strains, contrary to the parental strain (Figure 5B).

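GSU1072 was counted 5 and 8 times in DL1, 37 and 31 times in Δ*ihfA-1*, and 34 and 34 times in Δ*ihfB-2*. Its log2 fold change was 2.88 in Δ*ihfA-1* (standard error 0.60, adjusted p = 0.000957; 2.61 to 3.11 with each library left out in turn) and 4.01 in Δ*ihfB-2* (standard error 0.56, adjusted p = 4.02e-07; 3.96 to 4.03).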

GSU1072 encodes a IclR family regulator, which is upregulated in the Δ*ihfA-1* and Δ*ihfB-2* strains. Proteins grouped in this family control genes whose products are involved in the glyoxylate shunt in Enterobacteriaceae, multidrug resistance, degradation of aromatics, and inactivation quorum-sensing signals, determinants of plant pathogenicity and sporulation (Molina-Henares et al., 2006). In *G. sulfurreducens*, GSU1072 controls the metabolism of hydrogen and transport of acetate by regulating the transcription of the Hya operon and the GSU1068 and GSU1070 genes (Mahadevan et al., 2008).

The expression of RpoN-dependent promoters requires efficient communication between enhancer proteins (EBPs) and bound promoter RpoN-RNAP holoenzyme, usually separated by 100–140 bp. Due to the large number of RpoN- dependent promoters and different EBPs in *G. sulfurreducens*, we hypothesized that IHF participates in the expression of a large number of genes. Genome-wide microarray transcriptional profiling of a RpoN over-expression strain revealed changes in the genome expression profile of 196 genes (Leang et al., 2009). Our RNA-Seq analysis showed that 19 and 7 genes with transcriptional changes in Δ*ihfB-2* and Δ*ihfA-1* strains, respectively (Supplementary Table 4), also have changes in the RpoN regulon (Leang et al., 2009). Moreover, we detected 20 and 10 differentially expressed genes in the Δ*ihfA-1* and Δ*ihfB-2* strains, respectively, containing putative RpoN-promoters in their regulatory region (Supplementary Table 5). These data suggest that genes with transcriptional change and predicted RpoN-promoters in the Δ*ihfA-1* and Δ*ihfB-2* strains might be direct targets of regulation by IHF and RpoN. Future studies are necessary to determine their regulatory mechanisms.

### qRT-PCR Gene Expression of Selected Genes

To corroborate our RNA-Seq results, some genes were selected for further validation through quantitative RT-PCR (qRT-PCR). Selected genes encode proteins involved in electron transfer (*pgcA*, GSU1785, and *pilA*), transcriptional regulators (GSU1771, *gnfR*, *gnfK*), central metabolism (*acnA*), and others (GSU0421, GSU2408, and *yedY*) (Table 3). Upregulation of GSU1771 and downregulation of *acnA* and *pgcA* in Δ*ihfA-1* and Δ*ihfB-2* strains compared with wild type was confirmed by qRT-PCR. Similarly, the expression of *fliM*, *gnfK*, *gnfR*, and GSU2408 was high in Δ*ihfA-1*, and low transcription of GSU1785 and GSU2723 observed in the RNA-Seq analysis of Δ*ihfB-2* strain was also confirmed by qRT-PCR. Furthermore, the low transcription of *pilA* gene in Δ*ihfA-1* and Δ*ihfB-2* strains was also corroborated (Table 3), being in agreement with our immunoblot results (Figure 5B), and with the higher expression of GSU1771 determined for both mutant strains compared to DL1 strain (Supplementary Tables 2,3). These data support the critical role of IHF in *G. sulfurreducens* physiology and EET.

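In the RNA-Seq counts of Δ*ihfA-1*, *fliM* (GSU0421) had a log2 fold change of 2.59 (standard error 0.62, adjusted p = 0.00271), on counts of 7 and 6 in DL1 and 24 and 34 in Δ*ihfA-1*. Without DL1 replicate 2 it was 2.12 and not past the threshold (adjusted p = 0.0595). *gnfK* (GSU0941) had a log2 fold change of 2.26 (standard error 0.28, adjusted p = 1.65e-05) and *gnfR* (GSU2822) of 4.12 (standard error 0.57, adjusted p = 1.65e-05), the latter on counts of 9 and 4 in DL1. With each library left out in turn, *gnfK* lay between 1.94 and 2.57 and *gnfR* between 3.31 and 5.16. GSU2408 had a log2 fold change of 2.15 (standard error 0.46, adjusted p = 0.00161), which rested on Δ*ihfA-1* replicate 2, with 152 counts against 39 in the other replicate. Without that library it was 1.04 (adjusted p = 0.110). In Δ*ihfB-2*, GSU2408 rose by 5.61 on the log2 scale (standard error 0.25, adjusted p = 1.68e-16). GSU1785 was counted 3 times in both Δ*ihfB-2* libraries together and 97 times in DL1, a normalized ratio of 0.0960 (exact 95% binomial interval 0.0195 to 0.289, adjusted p of its change 0.000508). GSU2723 (*yedY*) was counted 2 and 0 times in the Δ*ihfB-2* replicates and 111 times in DL1, a ratio of 0.0559 (interval 0.00669 to 0.207, adjusted p of its change 0.000192), and its log2 fold change was -3.05 without Δ*ihfB-2* replicate 2 and -8.40 without Δ*ihfB-2* replicate 1. The intervals cover counting error only.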

**TABLE 3:** Expression of genes with relevant phenotype observed in RNA-seq experiments comparing Δ*ihfA-1* and Δ*ihfB-2* vs. DL1 strains by qRT-PCR.

Locus ID	Common name	Avg Δ*ihfA-1*/Avg DL1	Avg Δ*ihfB-2/*Avg DL1
GSU0846	Aconitate hydratase, *acnA*	0.408	0.288
GSU1771	DNA/RNA-binding protein	1.617	1.717
GSU1761	Lipoprotein cytochrome c, *pgcA*	0.091	0.305
GSU0421	Flagellar motor switch protein, *fliM*	2.713	ND
GSU0941	Nitrogen fixation sensor histidine kinase, *gnfK*	21.4	ND
GSU2822	Nitrogen fixation response regulator, *gnfR*	6.964	ND
GSU2408	Heat shock protein, Hsp20 family	4.387	ND
GSU1785	Cytochrome c	ND	0.532
GSU2723	Periplasmic sulfoxide reductase, *yedY*	ND	0.283
GSU1496	PilA protein, *pilA*^*a*^	0.054	0.045

*n-fold changes were calculated based on the 2^–ΔΔCT^ method (Livak and Schmittgen, 2001). Avg, Average and ND, not determined. ^*a*^Not determined by RNA-Seq but validated by RT-qPCR.*

### IHFβ2 Copurified With IHFα1

Our results suggest that the products of *ihfA*-*1* and *ihfB*-*2* genes assembly the functional IHF complex in *G. sulfurreducens*, regulating the transcription of several elements responsible for the transfer of electrons to soluble and insoluble acceptors such as cytochromes and pilin. To verify the interaction between IHFα1 and IHFβ2, both genes were cloned in tandem under the same promoter, while a sequence coding a histidine tag was added to *ihfA-1* (see section “Materials and Methods”). After protein induction in *E. coli*, we evaluated the capability of IHFα1 to retain the untagged IHFβ2, and co-elute from a Ni-NTA resin (Supplementary Figure 5). This pull-down assay corroborated the interaction between IHFα1 and IHFβ2. The interaction of IHFβ2 with IHFα1 was specific since no elution of IHFβ2 was observed in unbound and washed fractions. These results, along with our previous data, suggest that in *G. sulfurreducens*, IHFα1 and IHFβ2 compose the major IHF heterodimer.

### IHF Binds to the Promoter Regions of the *acnA, GSU1771, pgcA, GSU2678*, and *GSU1072* Genes

To assess whether the IHF directly contributes to the expression of the *acnA*, GSU1771, GSU2678, *pgcA*, and GSU1072 (*IcIR*) genes, we evaluated the binding of IHF to their promoter regions by electrophoretic mobility shift assay (EMSA). DNA fragments containing the whole intergenic regions of *acnA* (242 bp), GSU1771 (195 bp), *pgcA* (391 pb), GSU1072 (510 bp), and GSU2678 (334 bp) were amplified by PCR and subjected to EMSA with purified IHF (IHFβ2/IHFα1). As shown in Figure 6, the interaction of IHF with all promoter regions was observed. These interactions were specific since no binding of IHF with the control DNA fragment was observed (*gsu303*). These results strongly suggest that the IHF heterodimer composed by IHFβ2 and IHFα1 directly affects the transcription of *acnA*, GSU1771, *pgcA*, GSU1072, and GSU2678 genes through the binding to their promoter regions, and suggests that the rest of the genes with transcriptional changes in both Δ*ihfA-1* and Δ*ihfB-2* strains could be directly regulated by IHF.

**FIGURE 6:**
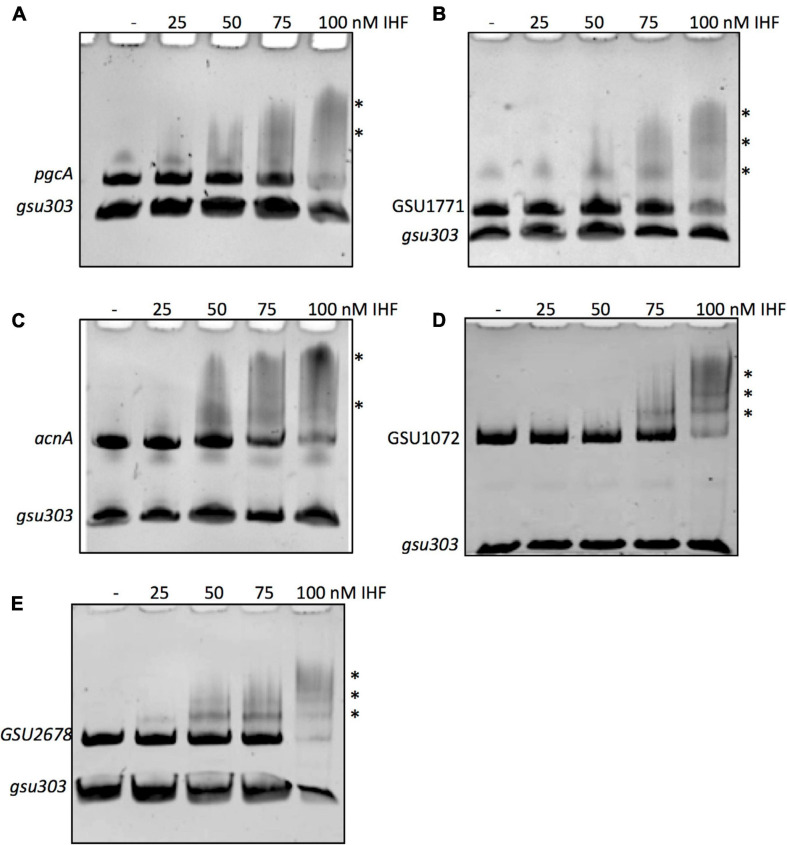
IHF binding to the DNA fragments of promoter regions was analyzed by competitive non-radioactive EMSAs. PCR-amplified and purified fragments of *pgcA* **(A)**, GSU1771 **(B)**, *acnA* **(C)**, GSU1072 (*IcIR*) **(D)**, GSU2678 **(E)** were incubated with increasing concentrations (0, 25, 50, 75, and 100 nM) of purified IHF complex (IHFα1/IHFβ2). As a negative control, a fragment containing the intergenic region *gsu303* was included in each DNA-binding reaction. The asterisks show the DNA-protein complexes.

### Identification of IHF Binding Sites in *acnA, GSU1771, pgcA, GSU2678*, and *GSU1072* Promoter Regions

We carried out an *in silico* analysis of *acnA*, GSU1771, *pgcA*, GSU2678, and GSU1072 promoter regions to identify potential IHF binding sites that matched the consensus binding site 5′-WATCARXXXXTTR-3′ (W is A or T, R is A or G) of *E. coli* (Hales et al., 1994), using the Virtual footprinting program^3^ (Figure 7). *In silico* analysis suggest the presence of one potential IHF binding site within the *acnA* promoter region (BS1), located at position –7 from the start of translation. In the promoter region of *pgcA* there are three potential IHF binding sites (BS1, BS2, BS3), located at positions –230, –249, and –275 from the start of translation, upstream of the predicted GEMM RNA motif element (–64 to –170). In the promoter region of GSU1771 three binding sites were predicted (BS1, BS2, BS3), located at –29, –76, and –143, respectively, from the start of translation. On the other hand, in the regulatory region of GSU1072 (*IcIR*) two possible binding sites were predicted (BS1 and BS2), located at –68 and –228 upstream of the translation start. Finally, in the regulatory region of GSU2678, there were three putative binding sites (BS1, BS2, BS3), located at –151, –171, and –195 from the start of translation.

**FIGURE 7:**
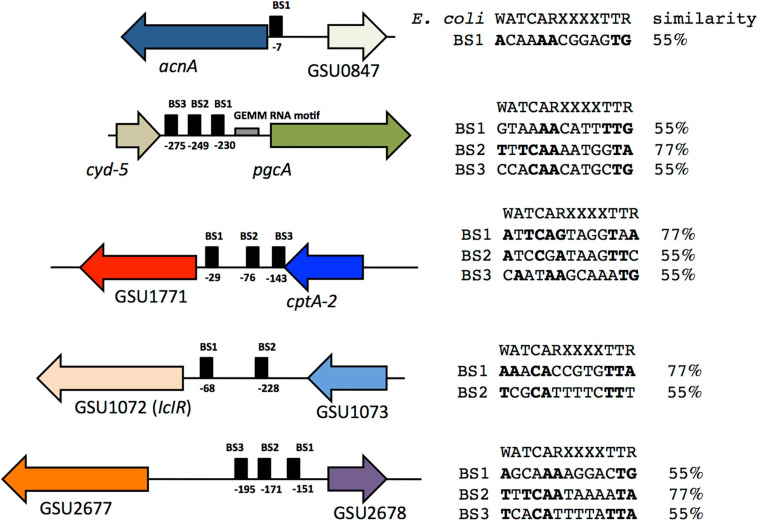
Putative IHF binding sites in the *acnA*, *pgcA*, GSU1771, GSU 2678, and GSU1072 (*IcIR*) promoter regions. The IHF *E. coli* binding site consensus sequence is shown. Conserved nucleotides are in bold and the percentage of similarity with respect to the consensus sequence is shown.

In *D. vulgaris* H, IHF regulates transcription of the *orp1* and *orp2* genes involved in cell division; each gene has one functional binding site for IHF, and they match the consensus IHF recognition sequence of *E. coli* (Fiévet et al., 2014). Together, the results suggest that some of the predicted IHF binding sites in the regulatory regions analyzed are functional in *G. sulfurreducens*. Site-directed mutation studies on these sites are necessary to confirm this hypothesis.

## Conclusion

In this work, we elucidated the role of IHF in electron transfer to fumarate, and soluble Fe(III) in *G. sulfurreducens*. To our knowledge, this is the first report where single *ihf* gene mutations strongly affect the cytochrome content in bacteria. In contrast to HU, another member of the DNABII family of DNA-binding proteins, IHF operates as a heterodimeric protein composed of an α and a β subunits; nevertheless, homodimers could conserve some functionality. Concerning that notion, heterologous expression *in trans* of *G. sulfurreducens ihfA*-*1* or *ihfB-1* (independent genes under *trc* promoter) severely affects *E. coli* growth (data not shown).

The sqRT-PCR results showed that, albeit at a different level, all four *ihf* genes are transcribed during fumarate and soluble Fe(III) reduction; so it is plausible to infer that more than one possible combination between the IHF subunits eventually can occur. For instance, in the absence of each of the two most abundant subunits (IHFα1 or IHFβ2), homodimeric or different complexes could occur. However, evaluation of stability/functionality of *G. sulfurreducens* IHF hetero- and homodimers requires to be evaluated. These results suggest that, at least under the evaluated conditions, *G. sulfurreducens* IHF heterodimeric complex is most likely composed of IHFα1 and IHFβ2. A plausible interpretation of the *ihf* duplicity could be related to the significant ammount of RpoN-dependent promoters in *G. sulfurreducens*.

## Data Availability Statement

The datasets generated for this study can be found in GEO repository, to review GEO accession GSE160901: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160901.

## Author Contributions

AA and AH-E contributed to the conceptualization, investigation, and formal analysis. KJ carried out the design, supervised, and coordinated the study. LV-A performed the RNA-Seq statistical analyses. AT and MO contributed to the plasmids construction for IHF expression and performed the EMSA assay. AA, AH-E, EM, and KJ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

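RNA-Seq was measured in 6 libraries from 3 strains of *G. sulfurreducens*, 2 independent cultures each of DL1, Δ*ihfA-1* and Δ*ihfB-2*, grown with acetate and fumarate at 30°C. Libraries were assigned to strains by their labels. The authors sequenced them on an Illumina Genome Analyzer, and deposited a table per mutant with the raw counts per gene, the counts divided by a size factor per library, and a comparison with DL1 whose column names are those of DESeq2. Per the file headers, the signal values are those counts divided by the authors' size factor, and their mean over 4 libraries. The score values are the authors' Wald statistic, the log2 fold change divided by its standard error. The p-values, raw and adjusted, were computed by the authors as deposited. The raw counts are whole numbers and were used for every test. A run of DESeq2 on them gave log2 fold changes within 0.01 of the deposited ones for all 3618 genes of one table and all 3606 of the other. The tables share 3582 genes. Of 3642 locus tags in either table, 3426 were found in the annotation of assembly ASM798v2, which was used for gene names, gene types and neighbours only. It marks 48 of the tags as tRNA genes and 0 as rRNA genes.

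Each mutant was compared with DL1 on its own 4 libraries with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr), and a gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The mutants were compared with each other in 1 fit of all 6 libraries. The common biological coefficient of variation was 0.147, 0.148 and 0.152 in the 3 fits. Gene sets were tested 2-sided with camera of limma 3.58.1 at a preset correlation of 0.01, on log CPM with a prior count of 2, with fry and an estimated correlation beside it, and p was adjusted by the Benjamini-Hochberg method over the 12 tests of 4 sets in 3 comparisons. This family was set after the unadjusted p of the sets had been seen. In the alternatives that change only the test of single genes, the median of a set changes and its camera p does not. Other tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The tests were also tried on simulated counts of the same depth and spread. Of 200 genes changed by 2 on the log2 scale 94% and 95% were recovered, with 1 false call in the Δ*ihfA-1* comparison and 0 in the Δ*ihfB-2* comparison.

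The tests and thresholds for single genes, the test of the cytochrome set, the rule for named genes and the first list of alternatives were chosen before the data were examined. The results of the paper give a fold change above 2 and its methods a logFC of 2, so the former was the main threshold and the latter an alternative. The alternatives were DESeq2 1.42.0, the exact test of edgeR, RLE size factors, library size only, no filter on low counts, tRNA genes left out, replicate number as a block, all libraries in 1 fit, each replicate left out in turn, other thresholds, genes called by both tests, and fry for the gene set. With 1 library left in a strain, it is assumed to vary like the others. Chosen after seeing the data were leaving out 4 stable RNA genes (*ssrA*, *rnpB*, *ssrS*, *ffs*), thinning all libraries to the smallest total or to the smallest effective size (total count times TMM factor), and calling by the exact test of edgeR and DESeq2 together. Named genes are those the paper names in its results text, Table 2 or Table 3, whose values in those tables had been seen, and, per mutant, the 5 called genes with the largest rise and the 5 with the largest fall among those changed the same way in every pair of a mutant and a DL1 library. The neighbours of the disrupted genes, the stable RNA genes and the genes called in opposite directions were added after their values were seen.

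The cytochrome set is the 13 genes the paper names, since the annotation in use gives no products, and a planned flagellar set by product was not run for the same reason. The paper chose the 13 genes on these libraries, so tests of this set are not independent evidence. Sets by gene symbol (flagellar, nitrogen fixation, and chaperone and protease genes) were chosen after seeing the data. NOISeq was not run. The Δ*ihfB-2* libraries had the fewest genes at 10 or more counts, 2885 and 2936, against 3166 and 3311 in DL1. Counting intervals are exact (Clopper-Pearson) at 95%, and a gene with 0 counts in both libraries of a strain was given a bound from 3 counts over the strain. Intervals and bounds cover counting error only.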

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

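The 4 tests on GSU2602 and the test of the tRNA genes were chosen after the result was seen, as were the settings that thin the counts or leave out stable RNA genes, the chaperone set, and the family of set tests over which p was adjusted.

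GSU2602, the gene disrupted in Δ*ihfB-2*, had a log2 fold change of 1.49 in the libraries labelled Δ*ihfB-2*, a signal the paper does not report. Libraries of DL1 cells in place of the mutant are argued against by the 740 genes that differ from DL1. A culture of another mutant under this label was not tested. An exchange of the labels of the mutants stays open. GSU2602 had a log2 fold change of 1.01 (standard error 0.16) in the libraries labelled Δ*ihfA-1*, but a high count there excludes an exchange only if the disruption lowers the count, which is not known. The same holds for GSU1521, with 0.61 (standard error 0.19, adjusted p = 0.0106) in the libraries labelled Δ*ihfB-2*. Its value there was 0.12 (adjusted p = 0.673) with library size only, and 0.38 to 0.79 with each library left out in turn. GSU1746, the tag the methods of the paper give for *ihfA-1*, had 1.72 there (standard error 0.35, adjusted p = 0.000263), with the same limit. It lay between 1.43 and 2.15 with each library left out in turn. Reads on the retained ends of GSU2602 remain open. Relative to the neighbouring gene GSU2603, which rose by 1.66, the count of GSU2602 was 0.886 times its DL1 value, while the retained ends make up 19.6% of the coding sequence as the paper describes it. The ratio of GSU2602 to GSU2603 was 0.117 and 0.131 in the libraries labelled Δ*ihfB-2*, and 0.146 and 0.133 in DL1. It was lower still, 0.104 and 0.114, in those labelled Δ*ihfA-1*, so 0.886 cannot be read as a fall made by the disruption. Reads that reach into the ends from outside would be counted too, and counts per gene give no positions. Reads on the ends therefore cannot be told apart from reads on an intact gene. Transcription from the resistance cassette also stays open, as the neighbour GSU2601 had a log2 fold change of 0.01 in Δ*ihfB-2* (0.00607 before rounding, adjusted p = 0.988) and a cassette could cover the ends without reaching it.

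The transfer-messenger RNA gene *ssrA* took 25.0% and 16.8% of the counts in the libraries labelled Δ*ihfB-2* against 7.65% and 10.4% in DL1, and 15.0% and 11.8% in Δ*ihfA-1*, a log2 fold change of 1.71 in Δ*ihfB-2* (standard error 0.41, adjusted p = 0.00163) in data the paper does not discuss. TMM scaling as the whole cause is argued against, since the log2 fold change was 1.21 (adjusted p = 0.00644) with library size only. More carry-over of all small stable RNA stays open. The 36 tRNA genes tested had a median log2 fold change of 0.20, with 22 higher and 5 called higher, *ssrS* rose by 1.76 and *rnpB* by 1.01 (adjusted p = 0.0103, and up to 0.0662 with a library left out), but *ffs* had -0.26 (adjusted p = 0.58). An effect of the strain stays open as well.

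Between the libraries labelled Δ*ihfB-2* and Δ*ihfA-1*, 550 of 3302 genes were differentially expressed, 265 higher and 285 lower in Δ*ihfB-2*, by a test of the difference itself. A difference in depth is argued against as the whole cause by 521 genes with all libraries thinned to 1 effective size (total count times TMM factor), where the median count per gene was 54 to 59 in every library, and the share of counts taken by *ssrA*, *rnpB*, *ssrS* and *ffs* by 547 genes without them. The split by direction depends on the scaling, with 104 higher and 666 lower of 770 genes with library size only. A difference between the strains stays open.

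Genes called in both mutants in opposite directions numbered 8. GSU0085, GSU0088, GSU0089, GSU0090, GSU0091, GSU2490 and GSU3389 were upregulated in Δ*ihfA-1* and downregulated in Δ*ihfB-2*, and GSU2357 was the reverse. The difference between the mutants ranged from -3.84 (GSU0090, adjusted p = 1.8e-18) to -2.69 (GSU3389, adjusted p = 0.000108) for the first group and was 3.01 (adjusted p = 8.2e-12) for GSU2357. With library size only, the 7 genes of the first group stayed called in opposite directions. That setting moved the median of all genes from 0.01 to -0.07 in Δ*ihfA-1* and from -0.02 to -0.50 in Δ*ihfB-2*. The shift in Δ*ihfA-1* was too small to undo these rises, the smallest of which was 1.25 (GSU3389). In Δ*ihfB-2* it deepens falls. The 7 kept calls were thus fixed in advance and are no test of TMM scaling. With library size only, the 7 had log2 fold changes of 1.17 to 1.91 in Δ*ihfA-1*. Their values in Δ*ihfB-2* were -2.70 to -1.52, and TMM, which raises values there, cannot have made these falls. TMM scaling stays open for GSU2357, which had a log2 fold change of 0.71 in Δ*ihfB-2* with library size only and was lost. With each library left out in turn, 5 of the 8 kept both calls and 3 lost that in Δ*ihfB-2*. Without Δ*ihfB-2* replicate 1, GSU0085 had a log2 fold change of -0.80 (adjusted p = 0.0596), GSU0091 of -0.89 (adjusted p = 0.0209, below the fold threshold) and GSU3389 of -0.82 (adjusted p = 0.343). GSU3389 was not past the threshold either without DL1 replicate 1 (adjusted p = 0.142) or DL1 replicate 2 (adjusted p = 0.141). No other technical explanation was tested, and a difference between the strains stays open.

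The 13 chaperone and protease genes chosen by symbol differed between the mutants, with a median of 1.16 on the log2 scale higher in Δ*ihfB-2* than in Δ*ihfA-1*, 13 of 13 positive (camera, adjusted p = 7.33e-08). The adjusted p was 0.00447 with fry, and 0.246 with an estimated correlation between genes, where the difference did not pass the threshold. A difference in depth is argued against by a median of 1.22 with all libraries thinned to 1 effective size. With library size only the median was 0.75. Against DL1 the median was 1.46 in Δ*ihfB-2* (camera, adjusted p = 2.1e-06) and 0.30 in Δ*ihfA-1* (adjusted p = 0.361). A difference between the strains stays open.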

How the results depend on the processing

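Leaving out stable RNA genes, thinning the counts, and calling by the exact test and DESeq2 together were chosen after the results were seen.

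The threshold on the fold change moved the numbers of differentially expressed genes most. At an absolute log2 fold change above 2 they were 118 in Δ*ihfA-1*, 148 in Δ*ihfB-2*, 109 between the mutants and 36 shared, and with an unadjusted p at that threshold 118, 149, 120 and 37. Called by the exact test and DESeq2 at that unadjusted threshold they were 115, 143 and, shared, 35. These settings call fewer genes by construction, and 24 of the 25 genes of Table 2 in both mutants, as *acnA* had -1.99 in Δ*ihfB-2*. Under the other alternatives, left-out replicates aside, the numbers lay between 468 and 567 in Δ*ihfA-1*, 629 and 1012 in Δ*ihfB-2*, 489 and 770 between the mutants and 204 and 261 shared, all within 1.5 times the number reported. With these settings 25 genes of Table 2 were called, except 24 with the counts thinned to 1 total and 23 with 1 effective size, where GSU3545 and, with the latter, *rnk* fell below the filter on low counts in Δ*ihfA-1*. Library size only gave the 1012 and 770 genes, moved the median of all genes by more than 0.1 (to -0.50 in Δ*ihfB-2* and -0.43 between the mutants), and turned shared genes from 162 upregulated and 81 downregulated to 88 and 167. The cause was not tested.

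With each replicate left out in turn, the numbers were 451 to 595 in Δ*ihfA-1*, 674 to 754 in Δ*ihfB-2*, 442 to 620 between the mutants, 202 to 264 shared and 24 to 25 of Table 2. The correlation was 0.48 to 0.64, the former without Δ*ihfB-2* replicate 2 and the latter without DL1 replicate 2. It was 0.49 without Δ*ihfA-1* replicate 2 and 0.49 without Δ*ihfB-2* replicate 1. The median of the cytochrome set was 1.89 to 2.56 in Δ*ihfA-1* and 0.64 to 1.31 in Δ*ihfB-2*. Other alternatives gave correlations of 0.51 to 0.59. With the counts thinned to 1 total or 1 effective size, the median of the cytochrome set in Δ*ihfB-2* was 0.71 and 0.42. The cytochrome set in Δ*ihfB-2* passed the threshold with library size only (median 0.61, unadjusted p of 0.00772) and with fry (median 1.09, unadjusted p of 0.029). The cause was not tested.

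The replicate numbers of different strains share only a number, as the differences between replicates 1 and 2 correlated by -0.12, 0.05 and 0.04 between strains. With replicate number as a block, 519 genes were called in Δ*ihfA-1*, 748 in Δ*ihfB-2*, 552 between the mutants and 239 shared, and the correlation was 0.57. The median of the cytochrome set with the block was 2.22 in Δ*ihfA-1* and 1.10 in Δ*ihfB-2*, and 25 genes of Table 2 were called.

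Of 121 gene results, 89 kept their direction and their side of the adjusted p threshold in every refit that tested them and 32 did not. In 33 pairs of a gene result and a refit, 25 of them with thinned counts or without stable RNA genes, the gene fell below the filter on low counts and was not compared. None of the 9 reversals concerned a gene called in that comparison. With each replicate left out in turn, log2 fold changes in Δ*ihfA-1* were -0.73 to 0.12 for GSU1521, -0.31 to 0.15 for GSU2509 and -0.23 to 0.014 for GSU3508, positive without Δ*ihfA-1* replicate 2, DL1 replicate 1 and Δ*ihfA-1* replicate 2, respectively. In Δ*ihfB-2* they were -1.80 to 0.17 for GSU1068, -0.076 to 0.42 for GSU1070 and -0.10 to 0.022 for GSU2360, reversed without Δ*ihfB-2* replicate 1, Δ*ihfB-2* replicate 2 and DL1 replicate 2, respectively. With library size only, GSU2937 in Δ*ihfB-2* was -0.19, GSU1070 in Δ*ihfB-2* -0.26 and GSU2939 in Δ*ihfB-2* -0.066. The cause was not tested. With the refits first listed, 36 gene values were no longer past the adjusted p threshold and 27 newly were. With thinned counts or without stable RNA genes 2 more, both of GSU1068 in Δ*ihfA-1*, were no longer past it.

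Depth limits genes with few counts. *ihfA-2* (GSU2120) had 2 and 0 counts in DL1 and was not tested, and adjusted p that DESeq2 leaves out for low counts were not compared.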

Differences from the paper's values

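Calling by the exact test and DESeq2 together was chosen after the values were seen.

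The paper reports 89 differentially expressed genes in Δ*ihfA-1* (73 upregulated and 16 downregulated), 122 in Δ*ihfB-2* (85 and 37) and 25 shared (19 and 6). At a fold change above 2, the numbers here were 534 (353 and 181), 740 (383 and 357) and 243 (162 and 81). Of the alternatives set before the data were examined, those with an absolute log2 fold change above 2, with adjusted or unadjusted p, gave numbers within 1.5 times the paper's. They were 118 (101 and 17) in Δ*ihfA-1* with both, 148 (99 and 49) or 149 (99 and 50) in Δ*ihfB-2*, and 36 (31 and 5) or 37 (31 and 6) shared, of which the 31 upregulated shared genes still differ from the paper's 19. Every other alternative set then differs for all of these numbers. The exact test and DESeq2 together at that threshold, chosen after seeing the values, gave 115, 143 and 35, and drop 1 of the 25 genes of Table 2. The comparison deposited by the authors holds 109 genes in Δ*ihfA-1* and 140 in Δ*ihfB-2* at an adjusted p below 0.05 and an absolute log2 fold change above 2. For the 25 genes of Table 2, read on the log2 scale, the 50 values lie within 0.0493 of those here, and each difference is smaller than the standard error of the log2 fold change. The smallest of the paper's 50 values in size is 2.0336, for *acnA* in Δ*ihfA-1*. This argues that the paper applied the logFC of 2 of its methods. Most of the excess of 534, 740 and 243 genes over the paper's numbers thus lies in the threshold.

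The values of Table 3 are from qRT-PCR and those here from RNA-Seq counts, so the assay differs. The reference differs too, as the paper used *recA* as internal standard and the counts were scaled over all genes. In the counts *recA* had a log2 fold change of 0.12 in Δ*ihfA-1* and of -0.55 in Δ*ihfB-2*. Ratios to *recA* would thus be higher in Δ*ihfB-2* than those given here, which were not put on that scale. Of 14 values, 10 differ by more than 1.5 times and by more than the SD of the replicate ratios, and 4 do not. The 4 are *pgcA* in Δ*ihfA-1* (the paper gives 0.091 and the counts 0.160) and in Δ*ihfB-2* (0.305 and 0.228), GSU2408 in Δ*ihfA-1* (4.387 and 4.45) and *acnA* in Δ*ihfB-2* (0.288 and 0.251). Of 12 alternatives, 2 make *pgcA* differ in Δ*ihfA-1*, 3 make it differ in Δ*ihfB-2*, and 1 makes *acnA* differ. For GSU2408 none does, but its SD of 3.21 lets a wide range of values pass. Its log2 fold change was 1.04 without Δ*ihfA-1* replicate 2. For Δ*ihfA-1*, the paper gives 0.408 for *acnA* and the counts 0.249, the paper 1.617 for GSU1771 and the counts 4.52, the paper 2.713 for *fliM* and the counts 6.03, the paper 21.4 for *gnfK* and the counts 4.79, and the paper 6.964 for *gnfR* and the counts 17.4. For Δ*ihfB-2*, the paper gives 1.717 for GSU1771 and the counts 9.80, the paper 0.532 for GSU1785 and the counts 0.0988, and the paper 0.283 for GSU2723 and the counts 0.0616. All alternatives set before the data were examined leave these differences, except that *gnfR* was 9.91 without DL1 replicate 2, within 1.5 times the paper's value. The directions are the same for all of these genes, *pilA* aside (below). GSU1785 and GSU2723 have 3 and 2 counts in Δ*ihfB-2*, and the counting intervals of their ratios, 0.0195 to 0.289 and 0.00669 to 0.207, lie below the paper's values. GSU2723 rests on 2 counts in Δ*ihfB-2* replicate 1 and 0 in replicate 2, and its log2 fold change was -3.05 without replicate 2 and -8.40 without replicate 1.

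For *pilA* (GSU1496), the paper gives 0.054 in Δ*ihfA-1* and 0.045 in Δ*ihfB-2*, and the counts gave 2.41 and 2.49, in the opposite direction and not past the threshold (adjusted p = 0.114 and 0.0716). The paper notes that *pilA* was not determined by RNA-Seq. Its immunoblot, which measures the protein, detected PilA in DL1 and in neither mutant, which goes with its qRT-PCR values. No alternative reverses the direction of the counts, but these were only 6 and 30 in DL1. The counts therefore do not resolve a change of *pilA* and are weak evidence against the paper's values. Without DL1 replicate 1 (1.71) and without Δ*ihfA-1* replicate 1 (1.15) in Δ*ihfA-1*, and without Δ*ihfB-2* replicate 1 (1.45) in Δ*ihfB-2*, the difference is smaller than the SD of the ratios of the mutant replicates to the DL1 mean (1.92 and 1.57), which a few counts make wide. The lowest ratio of a mutant to a DL1 replicate was 0.790 in Δ*ihfA-1* and 1.02 in Δ*ihfB-2*, above the paper's values.

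The paper reports *ihfA-1* expressed 35-fold above *ihfA-2* in DL1 with fumarate, by sqRT-PCR. Counts in DL1 were 1448 and 2, a ratio of 724 (exact 95% interval 200.1 to 5984), not corrected for gene length. It was 284 in DL1 replicate 1, and DL1 replicate 2 had 0 counts on *ihfA-2*. The alternatives for single genes were not run on ratios between genes. For *ihfB-2* over *ihfB-1* the paper reports 9 and the ratio of counts was 15.5 (interval 12.5 to 19.3), with 23.9 and 12.4 in the DL1 replicates. The difference is smaller than the spread between the replicates, but the paper's 9 lies below both of them and below the interval. Both ratios use the locus tags in the results of the paper. With the tags of its methods, *ihfA-1* would have 93 counts in DL1 and *ihfB-1* 1448, and both ratios would be smaller.

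The paper lists 14 directions for cytochrome genes in a mutant, and 13 were the same here. The paper lists GSU3274 as downregulated in Δ*ihfB-2*, where it had a log2 fold change of 3.85, and was between 3.61 and 4.01 with each library left out in turn.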

Other observations

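The symbol sets, and the family of set tests over which p was adjusted, were chosen after the result was seen. The test of neighbouring genes was set before its result was seen.

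Genes that were differentially expressed in the same direction lay next to each other on the chromosome more often than in 10000 shuffles of the calls over the genes tested. By this permutation test there were, in Δ*ihfB-2*, 311 adjacent pairs against a shuffled median of 79 and at most 109, in Δ*ihfA-1* 231 against 44 and at most 71, and between the mutants 212 against 43 and at most 66 (permutation test, p = 0.0001 for each, the smallest that 10000 shuffles can give). This is consistent with genes of 1 operon changing together. Reads shared by adjacent genes were not tested.

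*pilA* was counted 6 and 30 times in DL1, 41 and 15 times in Δ*ihfA-1* and 19 and 8 times in Δ*ihfB-2*, a log2 fold change of 1.27 in Δ*ihfA-1* (standard error 0.63, adjusted p = 0.114) and 1.32 in Δ*ihfB-2* (standard error 0.59, adjusted p = 0.0716). Without DL1 replicate 2 it was 2.35 (adjusted p = 0.0416) and 2.39 (adjusted p = 0.0361), and without replicate 2 of the mutant 1.89 (adjusted p = 0.0166) and 1.83 (adjusted p = 0.0305). Without DL1 replicate 1 it was 0.77 (adjusted p = 0.449) and 0.82 (adjusted p = 0.396), and without replicate 1 of the mutant 0.21 (adjusted p = 0.86) and 0.53 (adjusted p = 0.664). With the exact test its adjusted p in Δ*ihfB-2* was 0.0388.

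GSU1068 had a log2 fold change of 0.70 in Δ*ihfA-1* (adjusted p = 0.0438), not past the threshold with DESeq2 (0.115), library size only (0.0687), all 6 libraries in 1 fit (0.0832), without stable RNA genes (0.0508), with the counts thinned to 1 effective size (0.100) or without DL1 replicate 1 (0.209), DL1 replicate 2 (0.0572) or Δ*ihfA-1* replicate 2 (0.398), and -0.48 in Δ*ihfB-2* (adjusted p = 0.341; -0.94 and 0.0184 with library size only, -1.80 and 0.00163 without Δ*ihfB-2* replicate 2, and 0.17 and 0.74 without Δ*ihfB-2* replicate 1). GSU1070 had 0.90 in Δ*ihfA-1* (adjusted p = 0.00335) and 0.21 in Δ*ihfB-2* (adjusted p = 0.579). *recA* had 0.12 in Δ*ihfA-1* (adjusted p = 0.573) and -0.55 in Δ*ihfB-2* (adjusted p = 0.0172), the latter not past the threshold without either DL1 replicate (0.0699 and 0.188) or Δ*ihfB-2* replicate 2 (0.0893).

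In Δ*ihfA-1*, GSU2936 to GSU2939 had log2 fold changes of 4.30 to 4.78, and *treZ* (GSU2358) and GSU2360 of -3.12 and -2.60. GSU1715 was counted 0 and 1 times in DL1 and 13 and 12 times in Δ*ihfA-1* (adjusted p = 0.00218), and GSU2167 14 and 28 times in DL1 and 0 and 1 times in Δ*ihfA-1* (adjusted p = 0.00237). In Δ*ihfB-2*, GSU2408, GSU2409 and GSU2410 had 5.61, 6.06 and 6.58, *rnk* (GSU0836) 6.64 and GSU0837 5.91. *rnk* rests on 0 and 6 counts in DL1, with 5.96 to 10.2 over the fits with a library left out. GSU2509, with 0 counts in Δ*ihfB-2* and 44 in DL1, was at least 4.72-fold lower against 3 counts over the strain. GSU2562, counted 48 and 111 times in DL1 and 4 and 0 times in Δ*ihfB-2*, had a log2 fold change of -3.57 (adjusted p = 9.42e-05; -8.91 to -2.58 over the fits with a library left out). GSU3508, with 1 count in Δ*ihfB-2* and 37 in DL1, had a ratio of 0.0839 (exact 95% interval 0.00207 to 0.497), and its fall in Δ*ihfB-2* was not past the threshold without Δ*ihfB-2* replicate 1 (adjusted p = 0.153) or replicate 2 (adjusted p = 0.0567).

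Flagellar genes by symbol had a median log2 fold change of 0.68 over 18 genes in Δ*ihfA-1* (camera, adjusted p = 0.0203) and 0.03 over 12 genes in Δ*ihfB-2* (adjusted p = 0.631). Over the same 19 genes, in 1 fit of all libraries, the medians were 0.56 and 0.39. With the counts thinned to 1 effective size, 9 genes had a median of 0.39 in Δ*ihfA-1* and an unadjusted camera p of 0.254, and 7 genes -0.72 in Δ*ihfB-2*. Nitrogen fixation genes had 1.11 over 12 genes in Δ*ihfA-1* (adjusted p = 0.0203) and 0.82 over 8 genes in Δ*ihfB-2* (adjusted p = 0.043), and 1.09 and 0.86 over the same 12 genes in 1 fit. Thinned in the same way they had 0.54 over 11 genes and 0.51 over 8 genes. Without Δ*ihfB-2* replicate 2 their unadjusted camera p in Δ*ihfB-2* was 0.0739. With fry the flagellar set passed the threshold in Δ*ihfA-1* (adjusted p = 0.0113) and the nitrogen fixation set did not in either mutant (adjusted p = 0.069 and 0.085), and with an estimated correlation none of these did (adjusted p of 0.389 or higher). The difference between the mutants had an adjusted camera p of 0.271 for the flagellar set, 0.0398 with fry, and 0.465 for the nitrogen fixation set. With library size only the flagellar median in Δ*ihfB-2* was -0.44.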
